# cGMP-independent nitric oxide signaling and regulation of the cell cycle

**DOI:** 10.1186/1471-2164-6-151

**Published:** 2005-11-03

**Authors:** Xiaolin Cui, Jianhua Zhang, Penglin Ma, Daniela E Myers, Ilana G Goldberg, Kelly J Sittler, Jennifer J Barb, Peter J Munson, Ana del Pilar Cintron, J Philip McCoy, Shuibang Wang, Robert L Danner

## Abstract

**Background:**

Regulatory functions of nitric oxide (NO^•^) that bypass the second messenger cGMP are incompletely understood. Here, cGMP-independent effects of NO^• ^on gene expression were globally examined in U937 cells, a human monoblastoid line that constitutively lacks soluble guanylate cyclase. Differentiated U937 cells (>80% in G0/G1) were exposed to S-nitrosoglutathione, a NO^• ^donor, or glutathione alone (control) for 6 h without or with dibutyryl-cAMP (Bt_2_cAMP), and then harvested to extract total RNA for microarray analysis. Bt_2_cAMP was used to block signaling attributable to NO^•^-induced decreases in cAMP.

**Results:**

NO^• ^regulated 110 transcripts that annotated disproportionately to the cell cycle and cell proliferation (47/110, 43%) and more frequently than expected contained AU-rich, post-transcriptional regulatory elements (ARE). Bt_2_cAMP regulated 106 genes; cell cycle gene enrichment did not reach significance. Like NO^•^, Bt_2_cAMP was associated with ARE-containing transcripts. A comparison of NO^• ^and Bt_2_cAMP effects showed that NO^• ^regulation of cell cycle genes was independent of its ability to interfere with cAMP signaling. Cell cycle genes induced by NO^• ^annotated to G1/S (7/8) and included E2F1 and p21/Waf1/Cip1; 6 of these 7 were E2F target genes involved in G1/S transition. Repressed genes were G2/M associated (24/27); 8 of 27 were known targets of p21. E2F1 mRNA and protein were increased by NO^•^, as was E2F1 binding to E2F promoter elements. NO^• ^activated p38 MAPK, stabilizing p21 mRNA (an ARE-containing transcript) and increasing p21 protein; this increased protein binding to CDE/CHR promoter sites of p21 target genes, repressing key G2/M phase genes, and increasing the proportion of cells in G2/M.

**Conclusion:**

NO^• ^coordinates a highly integrated program of cell cycle arrest that regulates a large number of genes, but does not require signaling through cGMP. In humans, antiproliferative effects of NO^• ^may rely substantially on cGMP-independent mechanisms. Stress kinase signaling and alterations in mRNA stability appear to be major pathways by which NO^• ^regulates the transcriptome.

## Background

Nitric oxide (NO^•^) plays a pivotal role in vascular biology through both cGMP-dependent and -independent mechanisms. In health, NO^• ^regulates vascular tone by activating soluble guanylate cyclase [1-3]. However, other important effects of NO^• ^in the vasculature such as cytoprotection and anti-adhesion appear to occur independent of cGMP signaling [4-6]. Likewise, NO^• ^regulation of inflammation has frequently been associated with signal transduction events that do not involve cGMP [7,8]. NO^• ^induces TNFα in human cells by decreasing intracellular levels of cAMP, thereby removing cAMP-mediated repression of the TNFα promoter through a proximal Sp element [9,10]. Analogs of cAMP and Sp site mutation both block, while antagonists of cAMP-dependent protein kinase simulate the effect of NO^• ^on TNFα. [9,11]. In contrast to TNFα, NO^• ^induces interleukin-8 (IL-8) [12] through a distinct post-transcriptional mechanism that is both cGMP- and cAMP-independent. IL-8 mRNA is stabilized by NO^• ^activation of p38 MAPK, increasing its half-life and translation [13]. These and other reports [14-16]. suggest that cGMP-independent gene regulation by NO^• ^occurs through multiple pathways.

Similar to the regulation of blood pressure and inflammatory responses, NO^• ^regulation of cell proliferation is of central importance to circulatory health. Failure of this regulatory pathway has been linked to atherosclerosis and other forms of vascular dysfunction [17-19]. Despite extensive investigation, the relative contribution of cGMP-independent NO^• ^signaling in the regulation of cell cycle genes remains controversial. In rats, NO^• ^has been shown to activate transcription through cGMP-dependent effects on AP-1 promoter sites [20]. Also in rodents, a NO^•^-cGMP-PKA-ERK1/2 signal transduction pathway has been described that inhibits cell proliferation [21,22] and increases expression of p21/Waf1/Cip1 [23,24]. A master regulatory gene, p21 directly inhibits Cdk complexes [25,26] and represses the transcription of many cell cycle genes through CDE/CHR (cell cycle dependent element/cell cycle gene homology region) promoter elements [27,28]. In contrast to rodents, NO^• ^regulation of cell cycle genes in humans, including regulation of p21, appears to occur, at least in part, independent of cGMP [19,29]. However, a global examination of cGMP-independent NO^• ^effects on the transcriptome in general or on cell cycle genes specifically has not been undertaken in either rodents or humans.

Here, oligonucleotide microarrays and human U937 cells that lack soluble guanylate cyclase [9,30] were used to globally characterize the cGMP-independent effects of NO^• ^on gene expression. Differentiation with PMA was employed to render cells capable of cytokine production [9]. This treatment also forced >80% of cells into the G0/G1 phase of the cell cycle, which facilitated the analysis of cell cycle gene regulation. Since NO^• ^lowers cAMP levels in U937 cells [9] and cAMP is known to affect cell proliferation, NO^• ^effects were also tested in the absence and presence of a cell permeable cAMP analog. For genes affected by NO^•^-induced decreases in cAMP, cAMP analog would be expected to produce an apposite effect. Hypotheses generated from microarray results were further investigated by examining downstream changes in protein expression and signal transduction pathways.

## Results

### Functional distribution of NO^•^-regulated genes and hypothesis generation

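RNA from U937 cells, a human monoblastoid line that lacks soluble guanylate cyclase, was hybridized to HuGeneFL oligonucleotide arrays in 7 independent experiments. Cells were differentiated with PMA (100 nM) for 48 h and then incubated for 6 h with the NO donor GSNO (400 μM) or with GSH (400 μM), the thiol from which GSNO is made. Each experiment gave 1 array for each of 6 conditions, 42 arrays in all: naïve cells, differentiated cells at 0 h, and GSH or GSNO at 6 h in the absence and presence of Bt2cAMP. The deposited values are average differences (AD), the intensity of the perfect match probes of a probe set less that of its mismatch probes, which the authors scaled to a target of 100 on every array. Mean AD per array ran from 150.4 to 164 (median 159) for GSH and from 149 to 159 (median 153) for GSNO, and 19.7% to 24.6% of the values of an array were below 0. Negative AD were raised to 0, 10 was added, and the log2 values were quantile normalized over the 42 arrays. Of 6028 probe sets, 3279 had a mean AD above 20 in at least 1 of the 4 conditions at 6 h. GSNO was compared with GSH by limma on the 28 arrays of those conditions, with the experiment as a block and a Benjamini-Hochberg adjusted p under 0.04. The SE of a log2 fold change is that of limma, from the residuals of all arrays in the fit, those with Bt2cAMP included. It is therefore equal for NO and Bt2cAMP, and it is not the spread over the 7 pairs of GSNO and GSH arrays. The paper describes the experiments as independent, and arrays of the same number deviated alike from their condition's mean (median r = 0.440, against -0.0739 for arrays of different numbers). With the experiment left out of the model, 35 probe sets passed. Of 100 simulated changes of 2-fold 88% were recovered, and of 100 of 1.5-fold 46%.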

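GSNO raised 73 probe sets, which stand for 67 genes, and lowered 32, which stand for 28 genes. Among the largest increases were ATF3, a transcription factor induced by stress (log2 fold change 2.21 ± 0.37, SE, n = 7, adjusted p = 0.00156), and GCLM, the modifier subunit of the enzyme that starts glutathione synthesis (2.05 ± 0.38, adjusted p = 0.00442). RGS16, which shortens signaling by G proteins, rose by 1.90 ± 0.32 on the log2 scale, and DUSP5, a phosphatase that acts on MAP kinases, by 1.69 ± 0.41 (adjusted p = 0.0234). The largest decreases were TROAP, a spindle protein (-2.08 ± 0.39, adjusted p = 0.00442), and MYB, a transcription factor of immature blood cells (-1.73 ± 0.34, adjusted p = 0.00558). Of the 10 largest decreases, 9 are genes of Table 1, and the other is JADE2, a chromatin regulator (-1.34 ± 0.35). Of the 105 probe sets past the threshold, 95 moved the same way in all 7 experiments, and 464 had an unadjusted p under 0.05. Without experiment 3, 4, 5, 6 or 7 the count was 63, 64, 51, 59 or 48. Of 65 named probe sets that passed, 31 also passed without each experiment in turn, while the calls of DUSP5 and JADE2 ended without most of them (adjusted p up to 0.0866 and 0.108, both without experiment 7).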

Of 110 NO^•^-responsive genes, 71 were induced, and 39 were repressed; the majority were not previously known to be NO^•^-responsive. Both naïve and differentiated U937 cells lack NO^•^-sensitive soluble guanylate cyclase [9,30], and therefore gene regulation by NO^• ^in these cells can be attributed to cGMP-independent mechanisms. 

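Of the 68 probe sets of Additional file 1 that were matched on the array, 50 rose and 18 did not pass the test, and all 68 had a log2 fold change above 0. All 8 of its cell cycle genes and all 6 of its transcription factors rose, as did 7 of 8 genes of signal transduction, 8 of 11 of inflammation, 8 of 11 of metabolism and 6 of 9 of cell proliferation, but 1 of 3 of apoptosis, 1 of 3 of protein synthesis and 1 of 2 of unknown function. Among the metabolic genes, KYNU, an enzyme of tryptophan breakdown, rose by 1.15 ± 0.18 on the log2 scale (SE, n = 7, adjusted p = 0.00103 from limma). Of transport genes 4 of 7 rose, among them SLC3A2, a subunit of amino acid transporters (1.08 ± 0.19, adjusted p = 0.00298). Of the 41 probe sets of Additional file 2, 23 fell and 18 did not pass, and all 41 had a value below 0. By category 18 of 28 of the cell cycle fell, 2 of 3 of cell proliferation, 2 of 2 transcription factors and 1 of 3 of signal transduction, and 0 of 2 of inflammation, 0 of 2 of oncogenesis and 0 of 1 of unknown function (limma, 464 of all probe sets at an unadjusted p under 0.05). Adjusted over the list alone, 67 of Additional file 1 rose and 38 of Additional file 2 fell. These lists were chosen by the study on the same arrays and are not independent evidence of their direction. Outside the matched entries of both lists, 32 probe sets passed, among them CBS, which Additional file 1 gives under an accession not matched here (3 of its entries were not matched), and RGS2, another regulator of G protein signaling (1.35 ± 0.32, adjusted p = 0.0185, higher in 6 of 7 experiments, and adjusted p = 0.0509, 0.0740, 0.0697 and 0.0890 without experiment 2, 4, 5 and 7).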

Genes were annotated into functional categories (Fig. 1) [see Additional files 1 and 2 for complete gene lists]. 

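Gene groups of inflammation, amino acid stress and oxidant defence rose together with GSNO. Of 21 measured genes of the NF-κB response, 10 rose and none fell (13 rose when adjusted over the list alone), among them CXCL2, a neutrophil chemokine (2.07 ± 0.30, SE, n = 7), IER3, an early gene that limits apoptosis (1.45 ± 0.18), and NFKBIA, the inhibitor that NF-κB induces (0.82 ± 0.13). Of 22 genes that ATF4 drives when amino acids run short, 10 rose and none fell (15 adjusted over the list alone), among them VLDLR, a lipoprotein receptor (1.32 ± 0.29), and CTH (0.95 ± 0.20) and CBS (0.55 ± 0.11), which turn homocysteine into cysteine. Of 15 NRF2 targets 6 rose and none fell (8 adjusted over the list alone), HMOX1 and GCLM with PGD, an enzyme of NADPH supply (0.95 ± 0.19), and SQSTM1, an autophagy receptor (0.59 ± 0.12), among them. Hypoxia and glycolysis genes gave 5 of 19 higher (12 adjusted over the list alone), among them ADM, the peptide adrenomedullin (1.49 ± 0.30), NDRG1 (1.48 ± 0.29), and PLIN2, which coats lipid droplets (1.25 ± 0.31). Of 16 immediate early genes 6 rose (9 adjusted over the list alone), and of 8 p53 targets 3 rose (4 adjusted over the list alone), GADD45A, a DNA damage gene (0.70 ± 0.18), with CDKN1A and PMAIP1. By camera, limma's test of a list against the other genes with a preset correlation of 0.01, the adjusted p was 2.3e-17 for NF-κB, 1.5e-16 for ATF4, 1.8e-09 for NRF2, 3.2e-11 for hypoxia, 9.3e-10 for immediate early and 0.00177 for p53 targets. With an estimated correlation the adjusted p was 0.0155, 0.00303, 0.0155, 0.0250, 0.0242 and 0.0155 in that order, so that all 6 still passed. The lists are named after regulators, and the activity of p53 or of the other regulators was not measured here. For CDKN1A the paper proposes activation of p38 MAPK and a more stable mRNA. IER3 and ATF3 stand on more than 1 of the lists, and the calls of VLDLR (adjusted p = 0.0568 without experiment 7), SQSTM1 (0.0458 without experiment 5), PLIN2 (up to 0.107, without experiment 7) and GADD45A (up to 0.135, without experiment 5) ended without an experiment.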

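Other gene groups gave few members past the threshold. Of 15 targets of CREB, the transcription factor that cAMP activates, 2 rose (3 adjusted over the list alone), RGS2 and NFIL3, a bZIP repressor (0.60 ± 0.14, SE, n = 7), with adjusted p = 0.00011 from camera but adjusted p = 0.202 with an estimated correlation. Of 11 markers of immature myeloid cells 2 fell, MYB and GFI1, and the list had adjusted p = 0.0795 (0.0184 without experiment 1 and 0.00445 without experiment 3). No member of the lists of 13 monocyte and macrophage markers (adjusted p = 0.804 from camera), 5 lymphocyte and NK cell markers (adjusted p = 0.804), 11 genes of cholesterol synthesis (adjusted p = 0.526), 26 ribosomal proteins (adjusted p = 0.785) or 10 genes of ribosome biogenesis (adjusted p = 0.0545) was past the threshold with limma, where 464 of all probe sets had an unadjusted p under 0.05. Without quantile normalization the ribosomal proteins had adjusted p = 0.000515 downward, and without experiment 6 ribosome biogenesis had adjusted p = 0.0145 downward. Of 10 heat shock genes only DNAJB1, a cofactor of HSP70, rose (0.48 ± 0.10), and of 5 metallothionein and zinc genes only SLC30A1, a zinc exporter (0.50 ± 0.13, higher in 6 of 7 experiments). The calls of NFIL3, DNAJB1 and SLC30A1 ended without an experiment (adjusted p up to 0.0925, 0.0479 and 0.113). Both lists had adjusted p = 0.804 upward while their medians lay at -0.06 and -0.07.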

NO^• ^had broad biological effects independent of cGMP. 

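The largest increase was in TM4SF1, a tetraspanin-like membrane protein, whose AD went from 9.07 ± 7.67 with GSH to 213 ± 28.1 with GSNO (SE, n = 7). Its log2 fold change was 3.78 ± 0.60 (adjusted p = 0.00103 from limma, higher in 7 of 7 experiments), and its ratio of AD after 10 was added averaged 15.5 ± 2.78. HMOX1, the enzyme that breaks down heme, came next on either scale, with AD 268 ± 55.7 and 2488 ± 344, a log2 fold change of 3.31 ± 0.55 (adjusted p = 0.00156, higher in 7 of 7 experiments) and a mean ratio of 10.6 ± 1.91. As TM4SF1 lay near 0 with GSH, its fold depends on the 10 that was added.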

Heme oxygenase 1 *(HMOX1)*, a known NO^•^-responsive gene, had the second largest fold change among up-regulated genes. 

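GSNO raised TNF, the gene of TNFα, by 1.51 ± 0.21 on the log2 scale (SE, n = 7, adjusted p = 0.000599 from limma) and CXCL8, the gene of the neutrophil chemokine IL-8, by 2.11 ± 0.41 (adjusted p = 0.00494). Each was higher in 7 of 7 experiments, and each passed without any 1 of them. TNFAIP3, which ends NF-κB signaling, rose by 0.84 ± 0.15 (adjusted p = 0.00286).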

TNFα and IL-8, cytokines previously associated with specific cGMP-independent mechanisms of NO^• ^regulation [8,9,12], were also detected as differentially regulated by the microarray analysis. NO^•^-regulated genes annotated disproportionately to the cell cycle [[31] of 106 (29%) compared to 407 of 4870 genes (8%) on the microarray, as annotated in the Gene Ontology [GO] Biological Process database; *P *= 0.0001] (Table 1). In particular, a large majority of NO^• ^down-regulated genes annotated specifically to the cell cycle (21/38, as annotated in the GO Biological Process database; *P *= 0.0001). 

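Of the 28 genes that GSNO lowered, 13 belong to a list of G2/M genes drawn up from textbook knowledge before the data were examined, which holds 31 of the 2574 genes tested (two-sided Fisher's exact test, adjusted p = 7.0e-18). Of the 67 genes it raised, 5 belong to the list of G1/S genes, which holds 24 of the genes tested (adjusted p = 0.00145). Fisher's test takes genes as independent, and by camera with an estimated correlation the G2/M list passed (adjusted p = 0.0250) but the G1/S list did not (adjusted p = 0.125). Among the G2/M genes that fell were HMMR, a spindle protein (-0.99 ± 0.24, SE, n = 7), UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex (-0.91 ± 0.17), and CENPF, a kinetochore protein (-0.94 ± 0.23). The calls of HMMR and CENPF ended without most experiments (adjusted p up to 0.0909, without experiment 1, and 0.103, without experiment 7). All 13, and 21 of the 31 members, are in Table 1, as are 4 of the 5 G1/S genes, so these are largely the paper's own genes on the same arrays and not independent evidence. Gene Ontology annotations were not used here.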

Additional annotation using PubMed identified 47 of 110 genes (43%) as cell cycle or cell proliferation related. Of 39 down-regulated transcripts, 27 (69%) were ultimately annotated specifically to the cell cycle.

**Figure 1:**
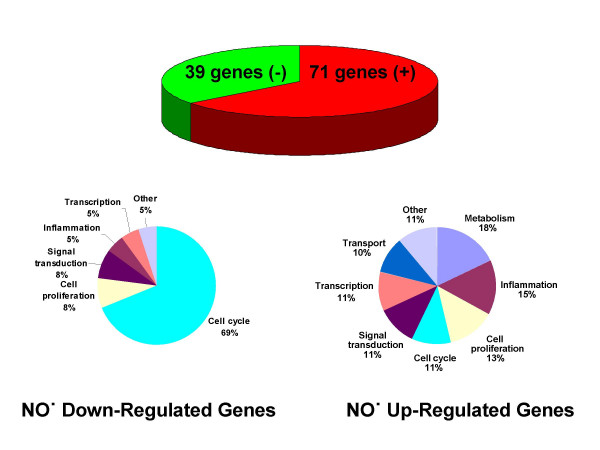
**Distribution of NO^•^-regulated genes. **Of 110 differentially regulated genes, 71 were up-regulated (red) and 39 (green) were down-regulated. Genes were classified into functional categories using NIH-DAVID [83] and PubMed [52]. Data are from seven independent microarray experiments.

Previously, we demonstrated that NO^• ^activates p38 MAPK and thereby stabilizes IL-8 mRNA through effects on AU-rich elements [ARE] in 3' untranslated regions [UTR] [13]. Therefore, the ARE database  was used to identify ARE-containing genes among those regulated by NO^•^. Twenty-two of 110 genes contained ARE (20%) compared to 540 ARE genes of 5086 on the microarray (11%; *P *= 0.008). An additional 11 ARE-containing genes were identified in PubMed for a total of 33 (Table 2). 

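Of the 28 genes of Table 2 that the paper lists as induced, 22 rose with GSNO and 6 did not pass the test, and of its 5 repressed genes 4 fell and 1 did not pass. EGR2, an early growth response factor, rose by 1.35 ± 0.29 on the log2 scale (SE, n = 7), RIT1, a small GTPase, by 1.25 ± 0.25, SLC2A3, a glucose transporter, by 1.15 ± 0.28, and CYTIP, an adaptor of cytohesins, by 1.02 ± 0.20, each with an adjusted p under 0.04 from limma. CENPA, the histone of the centromere, fell by 1.42 ± 0.34. The call ended without experiment 3 for EGR2 (adjusted p = 0.0536), and without any but experiment 2 for SLC2A3 (up to 0.0732) and CENPA (up to 0.0796). FCAR, the IgA receptor (0.54 ± 0.20, adjusted p = 0.191), GLUL, glutamine synthetase (0.63 ± 0.18, adjusted p = 0.0514), and SLC2A1, another glucose transporter (0.64 ± 0.21, adjusted p = 0.111), did not pass. Adjusted over the list alone, all 28 and all 5 passed, but the study drew the list from these arrays, so this is not independent evidence. The AU-rich elements themselves were not analysed here.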

Nearly half of these genes (14/33; 42%) have been reported to be p38 MAPK regulated (Table 2). 

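Of the 14 genes marked as p38 MAPK regulated in Table 2, 10 rose with GSNO, CCNB1 fell, and HBEGF, PIM1 and CCNA1 did not pass the test. PMAIP1, a promoter of apoptosis, rose by 1.52 ± 0.28 on the log2 scale (SE, n = 7, adjusted p = 0.00442 from limma), and UNG, which removes uracil from DNA, by 0.75 ± 0.14 (adjusted p = 0.00488). HBEGF, a growth factor, had 0.78 ± 0.29 (adjusted p = 0.168, higher in 7 of 7 experiments). Adjusted over the list alone, 12 were higher and 2 lower, the directions in which the paper lists them, but the study chose the list on these arrays. The effect of p38 MAPK itself was not measured on the arrays, and the paper states that its activation moves these genes in the direction seen with NO.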

Importantly, for these 14 genes, p38 MAPK activation produces responses that are in the same direction as those observed here for NO^•^. The broad influence of NO^• ^on cell cycle-related genes and ARE-containing transcripts independent of cGMP was unexpected, as was the strong association of these effects with p38 MAPK. Therefore, further experiments were performed to confirm these results and to define underlying regulatory mechanisms that might link NO^• ^effects on the cell cycle with post-transcriptional gene regulation through ARE sites.

**Table 2:** NO^•^-regulated genes containing AU-rich elements

**GenBank**	**Symbol**	**Regulation by NO^•^**	**Reported regulation by p38 MAPK**^**a**^
X54150	FCAR	UP	
L06633	PSCDBP	UP	
K03195	SLC2A1	UP	
X59834	GLUL	UP	
U03398	TNFSF9	UP	
M59465	TNFAIP3	UP	UP [77]
U15174	BNIP3	UP	
D86962	GRB10	UP	
M60278	DTR	UP	UP [77]
M69043	NFKBIA	UP	
M92357	TNFAIP2	UP	
U48807	DUSP4	UP	
M16750	PIM1	UP	UP [77]
X89398	UNG	UP	UP [77]
S49592	E2F1	UP	UP [66]
U70426	RGS16	UP	
X02910	TNF	UP	UP [87, 88]
X04500	IL1B	UP	UP [77, 87]
M20681	SLC2A3	UP	
M28130	IL8	UP	UP [77, 89]
M57731	GRO2	UP	UP [77]
U71203	RIT	UP	
S81914	IER3	UP	
J04076	EGR2	UP	
D90070	PMAIP1	UP	UP [77]
J04111	JUN	UP	UP [90]
U09579	CDKN1A	UP	UP [42]
D16532	VLDLR	UP	
U14518	CENPA	DOWN	
U67369	GFI1	DOWN	
U22376	c-Myb	DOWN	
U66838	CCNA1	DOWN	DOWN [91]
M25753	CCNB1	DOWN	DOWN [74]

^a ^As reported in the literature; citations shown in parentheses

### Validation of NO^•^-regulated genes

To determine whether NO^• ^and cAMP effects on mRNA, as measured by microarray, produced downstream effects on secreted protein, TNFα, IL-8 and IL-1β were measured in supernatants collected from parallel cell cultures incubated for 24 h. S-nitrosoglutathione (GSNO) significantly increased TNFα, IL-8, and IL-1β protein [see Additional file 3, part A (*P *< 0.0001 for all)]. In contrast, cAMP decreased TNFα (*P *< 0.0001), increased IL-1β (*P *= 0.003), and had no significant effect on IL-8. 

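TNF was at 13.9 ± 1.60 AD with GSH and 60.9 ± 5.83 with GSNO (SE, n = 7), IL8 at 446 ± 55.4 and 1935 ± 209, and IL1B, which encodes the cytokine IL-1β, at 165 ± 30.0 and 628 ± 74.3. IL1B thus rose by 1.93 ± 0.36 on the log2 scale (adjusted p = 0.00442 from limma). On the arrays labelled GSH with Bt2cAMP, TNF was at 5.91 ± 2.78, IL8 at 1123 ± 361 and IL1B at 1555 ± 463, and on those labelled GSNO with Bt2cAMP at 11.3 ± 2.65, 2195 ± 384 and 2355 ± 341. Bt2cAMP raised IL1B (2.75 ± 0.36 on the log2 scale, adjusted p = 3.2e-05, higher in 7 of 7 experiments), while TNF (-0.62 ± 0.21, adjusted p = 0.0751, lower in 6 of 7) and IL8 (0.88 ± 0.41, adjusted p = 0.199, higher in 5 of 7) did not pass. The labels of the Bt2cAMP arrays of experiments 2, 4 and 6 are in doubt, since HMOX1 and other NO-responsive genes on them do not follow the label. Without those experiments, an alternative chosen after seeing the data, the Bt2cAMP change was 1.92 for IL1B, 0.02 for IL8 and -0.93 (adjusted p = 0.0968) for TNF, and the paper's protein data run up for IL-1β, down for TNFα and not significantly for IL-8, which does not settle the labels.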

NO^•^-induced changes in transcript abundance as determined by microarray were consistent with these results (see Additional file 3, part B].

Real-time RT- PCR (TaqMan^®^) was used to validate NO^•^-mediated changes in mRNA levels (Fig. 2A and 2B). Of 18 selected genes, 13 were NO^• ^up-regulated, and 5 were down-regulated. 

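Over experiments 5, 6 and 7, the ratio of AD with GSNO to that with GSH, after 10 was added, averaged 10.3 ± 2.15 for HMOX1 (SE, n = 3), 5.57 ± 0.32 for IL8, 5.35 ± 0.80 for ATF3, 5.00 ± 0.30 for IL1B and 4.15 ± 0.91 for JUN. CDKN1A, the gene of p21, was at 2.61 ± 0.42 and E2F1 at 1.43 ± 0.13. Of the repressed genes, MYB was at 0.332 ± 0.055, PLK1 at 0.415 ± 0.054, CENPE, a kinetochore motor, at 0.478 ± 0.038, CCNB1 at 0.534 ± 0.143 and CCNA1 at 0.612 ± 0.070. Over all 7 experiments, 12 of the 18 genes rose, 3 fell and 3 did not pass the limma test, and the 3 were OSM, a cytokine of the IL-6 family (log2 fold change 1.26 ± 0.37, adjusted p = 0.0622), CENPE and CCNA1. Adjusted over the list alone 13 rose and 5 fell, in a list that the study chose on these arrays. The last 3 experiments are taken to be those numbered 5, 6 and 7, and the RT-PCR values were not used here.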

Fold changes from microarray experiments strongly correlated with results from RT-PCR (R = 0.95, *P *< 0.0001).

**Figure 2:**
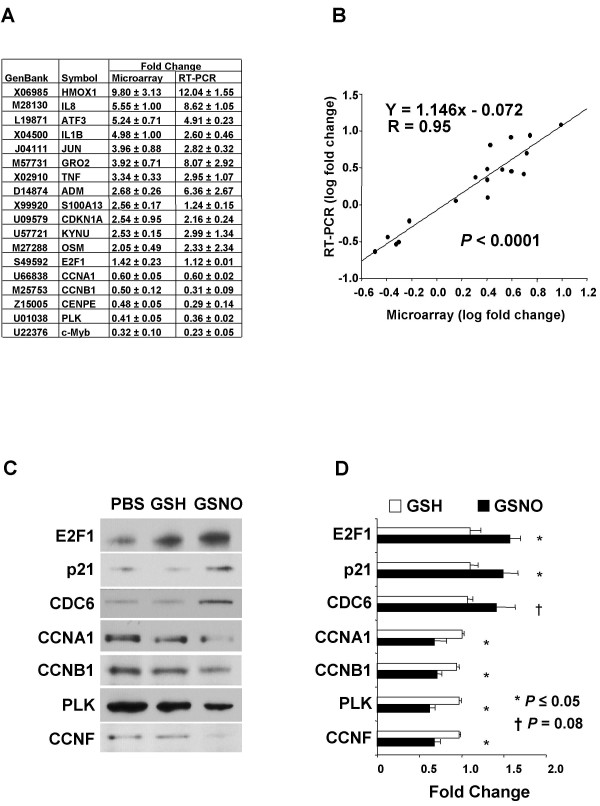
**Validation of microarray results by real-time, reverse transcription (RT) PCR and Western blotting. ***(A) *Fold changes for microarray and RT-PCR at 6 h comparing S-nitrosoglutathione (GSNO; 400 μM) to glutathione (GSH; 400 μM) incubated cells. *(B) *Correlation of fold change comparing the two methods after logarithmic transformation. Results are means ± SE of the last three microarray experiments for which material was available for RT-PCR (performed in triplicate). *(C) *Representative Western blots of cell cycle genes detected by specific antibody and enhanced chemiluminescence. Differentiated U937 cells (1 × 10^7^) were incubated with PBS, GSH (400 μM) or GSNO (400 μM) for 12 h and then lysed for Western blotting. *(D) *Western blot results quantified with laser densitometry and expressed as ratios relative to PBS control values. Data are means ± SE of three or four independent experiments.

Western blotting of key cell cycle genes regulated by NO^• ^was performed to test whether microarray results accurately predicted changes in protein expression (Fig. 2C and 2D). 

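E2F1, a transcription factor that drives entry into S phase, rose with GSNO from an AD of 87.4 ± 7.98 to 146 ± 13.1 (SE, n = 7), a log2 fold change of 0.67 ± 0.14 (adjusted p = 0.0086 from limma, higher in 7 of 7 experiments). CDKN1A, the gene of p21, rose by 1.03 ± 0.22 (adjusted p = 0.0102, higher in 6 of 7 experiments), and CDC6, which loads the MCM helicase at origins, by 0.95 ± 0.24 (adjusted p = 0.0291, higher in 7 of 7). E2F1 has another probe set, at an AD of 7.65 with GSH and 4.72 with GSNO, that showed no change past the threshold (-0.15 ± 0.32, adjusted p = 0.894). The call ended without 1 experiment for E2F1 (adjusted p = 0.0425, 0.0531 and 0.0404 without experiment 1, 3 and 6), for CDKN1A (0.0415 without experiment 1 and 0.0774 without experiment 7), and for CDC6 (0.0564, 0.0609, 0.0832, 0.0697, 0.124 and 0.0781 without experiment 1, 3, 4, 5, 6 and 7).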

Three induced genes, E2F transcription factor 1 (E2F1), p21/Waf1/Cip1 (Cdk inhibitor; *CDKN1A*), and cell division cycle 6 *(CDC6) *were examined. E2F1 and p21 are well-characterized master regulatory proteins that control the cell cycle. 

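CCNB1, the cyclin that takes cells into mitosis, fell with GSNO by 1.23 ± 0.29 on the log2 scale (SE, n = 7, adjusted p = 0.0196 from limma), and PLK1, the mitotic kinase polo-like kinase, by 1.19 ± 0.23 (adjusted p = 0.00494), each lower in 7 of 7 experiments. CCNA1, an A-type cyclin, had -0.73 ± 0.21 (adjusted p = 0.0518, lower in 7 of 7), and CCNF, the F-box cyclin, -0.75 ± 0.25 (adjusted p = 0.121, lower in 6 of 7), and neither passed. In experiment 3 CCNF was higher with GSNO, by 0.60 on the log2 scale, against -1.29 to -0.62 in the other experiments. The call for CCNB1 ended without experiment 1, 3, 4, 5 or 7 (adjusted p = 0.0682, 0.0732, 0.0436, 0.0655 and 0.0784).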

Four repressed genes, cyclin A1 (*CCNA1*), cyclin B1 (*CCNB1*), polo-like kinase (*PLK*) and cyclin F (*CCNF*) were also measured by Western blotting. In all cases, directional changes in protein expression were consistent with the differential effect of NO^• ^on corresponding transcripts as determined by microarray analysis.

### NO^•^-regulation of cell cycle genes independent of cAMP

NO^• ^induces TNFα by decreasing intracellular cAMP; dibutyryl-cAMP (Bt_2_cAMP), a cell permeable cAMP analog, blocks this effect [9,10]. Moreover, cAMP is an omnipresent second messenger that affects cell proliferation and the cell cycle in a variety of contexts [31-33]. Therefore, Bt_2_cAMP was added to some conditions to test for the cAMP-dependence of NO^•^-mediated effects. 

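Bt2cAMP (100 μM), a cell-permeable analog of cAMP, was present for the 6 h on 14 of the arrays, 7 labelled GSH with Bt2cAMP (mean AD 148 to 162 per array, median 158) and 7 labelled GSNO with Bt2cAMP (152 to 178, median 160). The limma fit of the 28 arrays gave the change with Bt2cAMP (GSH with Bt2cAMP against GSH), the NO change in the presence of Bt2cAMP, and the difference between that change and the NO change in its absence. With the experiment left out of the model, 73 probe sets passed for Bt2cAMP. HMOX1, which GSNO raised in every experiment, had an AD of 225, 379, 116 and 170 on the arrays labelled GSH with Bt2cAMP of experiments 1, 3, 5 and 7, but 2252, 1915 and 1904 on those of experiments 2, 4 and 6. On the arrays labelled GSNO with Bt2cAMP it was at 274 in experiment 2 and at 1551 to 2606 in the other experiments. A slope on the NO change was taken over 126 other probe sets that passed for GSNO against GSH on the 14 arrays without Bt2cAMP. For the change between GSH and GSH with Bt2cAMP it was 0.0956 to 0.170 in experiments 1, 3, 5 and 7. In experiments 2, 4 and 6 it was 0.988, 1.22 and 1.25. The slope of the change between GSH and GSNO with Bt2cAMP was 0.0627 in experiment 2 and 0.897 to 1.23 in the others. All labels were kept as given, and results that use these arrays are also given without experiments 2, 4 and 6, an alternative chosen after seeing the data. The paper's fold changes in Additional file 4 equal, at 2 decimals, the geometric means of the ratios of the arrays as labelled for 108 of 108 matched probe sets, and for 5 of 108 with the Bt2cAMP arrays of experiment 2 exchanged.

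**Figure D1:**
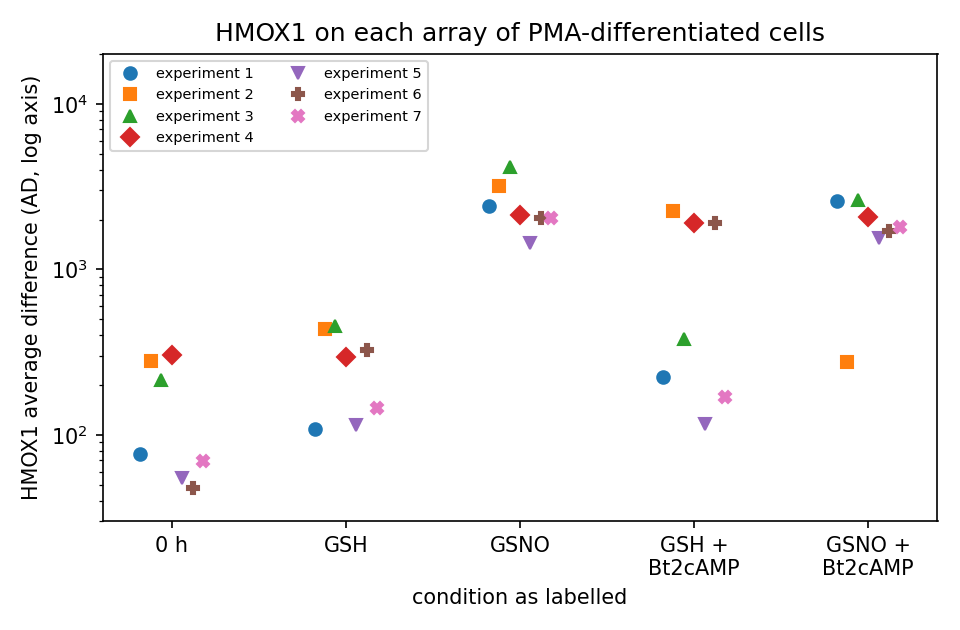
AD of HMOX1 on a log axis in differentiated cells at 0 h and in the 4 conditions at 6 h as labelled, with 1 marker for each of the 7 experiments. With GSH and Bt2cAMP, experiments 2, 4 and 6 lie at 2252, 1915 and 1904 and the others at 116 to 379, and with GSNO and Bt2cAMP experiment 2 lies at 274 and the others at 1551 to 2606.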

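On the arrays as labelled, Bt2cAMP raised 101 probe sets (85 genes) and lowered 130 (113 genes), 231 in all, with 748 at an unadjusted p under 0.05. Of 15 CREB targets, the genes that cAMP switches on through CREB, 11 rose and none fell (12 adjusted over the list alone): OSM by 3.65 ± 0.37 on the log2 scale (SE, n = 7), PDE4B, which breaks down cAMP, by 2.60 ± 0.20 (adjusted p = 6.4e-08 from limma), RGS2 by 2.22 ± 0.32 and CREM, a CREB family member, by 1.82 ± 0.25. Of 10 genes of ribosome biogenesis 6 fell (8 adjusted over the list alone), among them MYC, their activator (-1.82 ± 0.39, lower in 5 of 7 experiments), WDR43 (-1.28 ± 0.19), the helicase DDX21 (-1.05 ± 0.16) and BYSL (-0.94 ± 0.16). SMAD3, which carries TGF-β signals, fell by 1.78 ± 0.15 (adjusted p = 9.4e-08), LMO2, a transcription cofactor of blood cells, by 1.19 ± 0.21, while INHBA, a subunit of activin, rose by 2.61 ± 0.45 and the nuclear receptor NR4A1 by 2.25 ± 0.21. By camera the adjusted p was 3.8e-15 for CREB targets and 4.7e-08 for ribosome biogenesis, but both had adjusted p = 0.0403 with an estimated correlation, above the limit of 0.04, so that neither then passed. Without experiments 2, 4 and 6, whose Bt2cAMP labels are in doubt (an alternative chosen after seeing the data), 83 probe sets passed. The camera adjusted p was then 7.2e-10 for CREB targets and 3.2e-05 for ribosome biogenesis (3 of 10 lower). The CREB targets past the threshold included OSM (3.60), PDE4B (2.13), NR4A1 (1.93), CREM (1.40), RGS2 (1.27) and FOS (1.05). INHBA was at 1.5 and BYSL at -0.57, while MYC, at -0.69, no longer passed (adjusted p = 0.250). Without experiment 4 or 6 alone the count of probe sets was 132 or 128.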

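Smaller groups moved with Bt2cAMP on the arrays as labelled, and these did not pass either once the correlation was estimated. Of 16 immediate early genes 5 rose, among them FOSL2, an AP-1 subunit (2.61 ± 0.42, SE, n = 7), and FOS (1.15 ± 0.18), and 2 fell (7 and 2 adjusted over the list alone; camera adjusted p = 0.000527, and adjusted p = 0.306 with an estimated correlation). Of 21 NF-κB genes 4 rose, among them CXCL2 (2.48 ± 0.30) and IER3 (1.24 ± 0.18), and CCL2, a monocyte chemokine, fell by 0.88 ± 0.16 (7 and 2 adjusted over the list alone; adjusted p = 0.00471, and adjusted p = 0.427 with an estimated correlation). Of 19 hypoxia genes 3 rose, VEGFA, the angiogenic growth factor (1.83 ± 0.45), SLC2A3 and P4HA1 (8 adjusted over the list alone; adjusted p = 0.000185, and adjusted p = 0.306 with an estimated correlation). Of 13 monocyte and macrophage markers 2 rose, PLAUR, the urokinase receptor (0.83 ± 0.08), and TNFRSF1B (0.58 ± 0.15), with adjusted p = 0.0130 and adjusted p = 0.306 with an estimated correlation. Of 11 genes of cholesterol synthesis 3 fell, among them MSMO1 (-0.85 ± 0.18), with adjusted p = 0.0130 and adjusted p = 0.306 with an estimated correlation, and of 10 heat shock genes 2 fell, HSPH1 and HSF1, with adjusted p = 0.00857 and adjusted p = 0.192 with an estimated correlation. The lists of metallothionein genes, immature myeloid markers, lymphocyte markers, NRF2, ATF4 and p53 targets and ribosomal proteins did not pass (adjusted p = 0.0819, 0.141, 0.388, 0.430, 0.569, 0.634 and 0.931), though 1 metallothionein gene rose and 3 immature myeloid markers and 1 ATF4 target fell. The calls of VEGFA, SLC2A3, P4HA1, TNFRSF1B, HSPH1 and HSF1 ended without experiment 6 and others (adjusted p = 0.0651, 0.0884, 0.176, 0.0818, 0.0553 and 0.123 without experiment 6). The call of MT2A, the metallothionein gene, ended without experiment 2, 3, 4, 5 or 6 (adjusted p up to 0.0680). That of NARS1, the ATF4 target, ended without each of the 7 in turn (up to 0.126). Neither passed with experiments 2, 4 and 6 left out together (adjusted p = 0.233 and 0.111). Without experiments 2, 4 and 6, chosen after seeing the data because their labels are in doubt, the adjusted p was 0.0928 for immediate early genes, 0.387 for NF-κB, 0.521 for hypoxia, 0.0856 for monocyte markers, 0.521 for cholesterol synthesis and 0.0562 for heat shock. In the same arrays FOSL2 was at 1.81, CXCL2 at 1.68, IER3 at 1.01, FOS at 1.05, PLAUR at 0.77 and CCL2 at -0.77, all past the threshold, while VEGFA (1.21, adjusted p = 0.166), SLC2A3 (0.28, adjusted p = 0.233), P4HA1 (0.12, adjusted p = 0.794), TNFRSF1B (0.30, adjusted p = 0.353), MSMO1 (-0.65, adjusted p = 0.0584), HSPH1 (adjusted p = 0.108) and HSF1 (adjusted p = 0.128) no longer passed.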

Of 106 Bt_2_cAMP-responsive genes, 16 of 103 (16%) compared to 407 of 4870 on the microarray (8%), as annotated in the GO Biological Process database, were cell cycle related, but this effect was not statistically significant (*P *= 0.5). 

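Of 24 measured G1/S genes none rose or fell with Bt2cAMP in limma (748 of all probe sets had an unadjusted p under 0.05; camera adjusted p = 0.328). Of 31 G2/M genes only KPNA2, a nuclear import receptor, fell (-0.54 ± 0.16, SE, n = 7, lower in 5 of 7 experiments), and none passed when adjusted over the list alone. The G2/M list had adjusted p = 0.00163 downward from camera and adjusted p = 0.507 with an estimated correlation. Its direction turned upward with adjusted p = 0.423 without experiments 2, 4 and 6, whose Bt2cAMP labels are in doubt (chosen after seeing the data), and KPNA2 was at -0.30 (adjusted p = 0.348). MYB fell by 1.73 ± 0.34 and BTG1, which restrains proliferation, rose by 1.72 ± 0.17 (adjusted p = 4.6e-07).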

Only one additional cAMP-responsive gene was subsequently annotated to the cell cycle by searching PubMed [see Additional file 4]. However, like NO^•^, cAMP-regulated genes did contain ARE more frequently than expected [[24] of 106 (23%) compared to 540 of 5086 (11%) on the microarray; *P *= 0.0003]. This finding was consistent with the known ability of cAMP to stabilize transcripts that contain ARE [34].

To further compare the effects of NO^• ^and cAMP, a hierarchical cluster analysis was performed using the 35 cell cycle genes regulated by NO^• ^(Fig. 3). 

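On the arrays as labelled, 21 probe sets passed both for NO and for Bt2cAMP, 15 higher in both, 4 lower in both and 2 in opposite directions (7.40 expected by chance, 2.25 higher and 1.27 lower in both; two-sided Fisher's exact test, p = 8.0e-06). Higher in both were, among others, TM4SF1 (3.05 ± 0.60 on the log2 scale with Bt2cAMP, SE, n = 7), KYNU (1.91 ± 0.18) and SLC2A3 (1.08 ± 0.28). The 2 in opposite directions, named after their values were seen, were FPR2, a formyl peptide receptor (-0.69 with NO and 1.49 with Bt2cAMP), and GPR183, a receptor of oxysterols (-0.79 and 1.21). Both contrasts use the same GSH arrays, which alone gave a correlation of 0.502 and a covariance of 0.0211 in simulated data without changes (0.517 and 0.0627 were observed). At most 1 call was shared in 100 such data sets, but at most 2 probe sets passed there for NO, so how many of the 21 come from the shared GSH arrays stays open. With the experiments split so that no GSH array was shared, no probe set passed for NO with limma in either set of experiments. The overlap was then 0 by construction and says nothing about shared calls. Both sets (experiments 1 to 4 and 5 to 7) held Bt2cAMP arrays in doubt, whereas 123 passed for NO in experiments 1, 3, 5 and 7. The correlations in the split were 0.258 and 0.261 across genes, which are not independent replicates. In the experiments other than 2, 4 and 6, whose Bt2cAMP labels are in doubt, 19 passed in both, 9 higher, 5 lower and 5 in opposite directions (Fisher's exact test, p = 6.9e-11; chosen after seeing the data). There the Bt2cAMP change was 1.56 for TM4SF1 and 1.58 for KYNU, and SLC2A3, at 0.28, no longer passed (adjusted p = 0.233).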

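Of the 36 probe sets of Table 1, 26 passed for NO and 7 for Bt2cAMP on the arrays as labelled, and all 7 moved in the direction that NO gave, which the GSH arrays shared by both comparisons favour. The 5 that passed for both were MYB, BTG1, DUSP4, a phosphatase of MAP kinases, GFI1, a repressor in blood cell development, and KPNA2. With NO, BTG1 rose by 0.69 ± 0.17 on the log2 scale (SE, n = 7, adjusted p = 0.0221 from limma) and DUSP4 by 0.47 ± 0.12 (adjusted p = 0.0290), while GFI1 fell by 0.92 ± 0.13 (adjusted p = 0.000599). With Bt2cAMP, DUSP4 rose by 0.80 ± 0.12 and GFI1 fell by 0.79 ± 0.13. CCNA1 fell with Bt2cAMP by 1.20 ± 0.21 (adjusted p = 0.000596), and CRYBG1 by 0.57 ± 0.16 (adjusted p = 0.0332). The NO call of BTG1 ended without experiment 1, 3, 4, 6 or 7 (adjusted p up to 0.0798) and that of DUSP4 without any but experiment 2 (up to 0.100), and the Bt2cAMP calls of KPNA2 and CRYBG1 ended without experiment 4 (0.172 and 0.129) or 6 (0.131 and 0.128), among others. Without experiments 2, 4 and 6, whose Bt2cAMP labels are in doubt (chosen after seeing the data), BTG1 (1.33), MYB (-1.06), CCNA1 (-0.91) and GFI1 (-0.68) passed for Bt2cAMP, and DUSP4 had 0.61 (adjusted p = 0.0414).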

For each of the 5 cell cycle genes significantly affected by both NO^• ^and Bt_2_cAMP [c-Myb, B-cell translocation gene 1 (*BTG1*), dual specificity phosphatase 4 (*DUSP4*), growth factor independent 1 (*GFI1*), and cyclin A1 (CCNA1)], the direction of regulation was the same. Further, for cell cycle genes regulated by NO^•^, cAMP analog either had no effect on or produced expression changes that were similar to and additive with those observed for NO^• ^(Fig. 3). These results suggest that NO^• ^effects on cell cycle genes are independent of its interference with cAMP signaling, since cAMP analog (the opposite signal) was not antagonistic to the actions of NO^•^.

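On the arrays as labelled, 34 of the 36 cell cycle probe sets had a Bt2cAMP value in the direction of NO, and the others were BMI1, a Polycomb repressor (0.39 ± 0.12, SE, n = 7, adjusted p = 0.0618 from limma), and CENPF (0.05 ± 0.23). Both comparisons use the same GSH arrays, which alone gave the same sign for 66.6% of all probe sets in simulated data without changes. With the NO changes of the 36 kept, no Bt2cAMP change and the residuals of the genes kept together, 115 of 1000 simulated data sets had 34 or more in the direction of NO. Those residuals include the arrays in doubt, and the central range of the simulated counts was 0 to 35 of the 36. The simulation could therefore hardly reject any count, and whether 34 shows an effect of Bt2cAMP stays open. Adjusted over the list alone, 8 passed in the direction of NO and 1 against it. With GSNO and Bt2cAMP together, 12 of the 36 lay further from differentiated cells at 0 h, in the direction of NO, than with GSNO alone. This count includes the array labelled GSNO with Bt2cAMP of experiment 2, whose slope on the NO change was 0.0627. It was not repeated without experiments 2, 4 and 6. The NO change in the presence of Bt2cAMP differed from that in its absence for 0 of the 36 over all probe sets tested (limma; 10 of the 36 and 235 of all tested had an unadjusted p under 0.05) and for 4 adjusted over the list alone, a list that the study chose on these arrays. In the presence of Bt2cAMP 0 of 3279 probe sets passed for NO with limma on the arrays as labelled (328 at an unadjusted p under 0.05), and 64 passed without experiment 2. The Bt2cAMP labels of experiments 2, 4 and 6 are in doubt.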

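For the labels in doubt, experiments 2, 4 and 6 were also left out, which was chosen after seeing the data. In the other 4 experiments, 15 of the 36 cell cycle probe sets had a Bt2cAMP value in the direction of NO, 4 passed in that direction and 0 against it with limma, and 5 and 1 passed when adjusted over the list alone. With their NO changes kept and no Bt2cAMP change, 443 of 1000 simulated data sets had 15 or fewer. The central range of the simulated counts was 0 to 36 of the 36, so this simulation could not decide either. In the presence of Bt2cAMP, NO moved 27 of the 36 past the threshold in its own direction (34 adjusted over the list alone) and 0 against it, and the NO changes with and without Bt2cAMP differed for 0 (limma; 4 at an unadjusted p under 0.05). Over all genes 155 passed for NO in the presence of Bt2cAMP, 105 higher and 50 lower, among them HMOX1 (3.21 on the log2 scale), ATF3 (2.12), JUN (2.10) and CCNB1 (-1.39). Of these, 67 had passed for NO in the same direction in all 7 experiments without Bt2cAMP and 0 in the opposite one, and 103 of the 105 NO-responsive probe sets had a value in the direction of NO. From the lack of an opposing effect of the cAMP analog, the paper proposes that NO acts on cell cycle genes independently of its interference with cAMP.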

**Figure 3:**
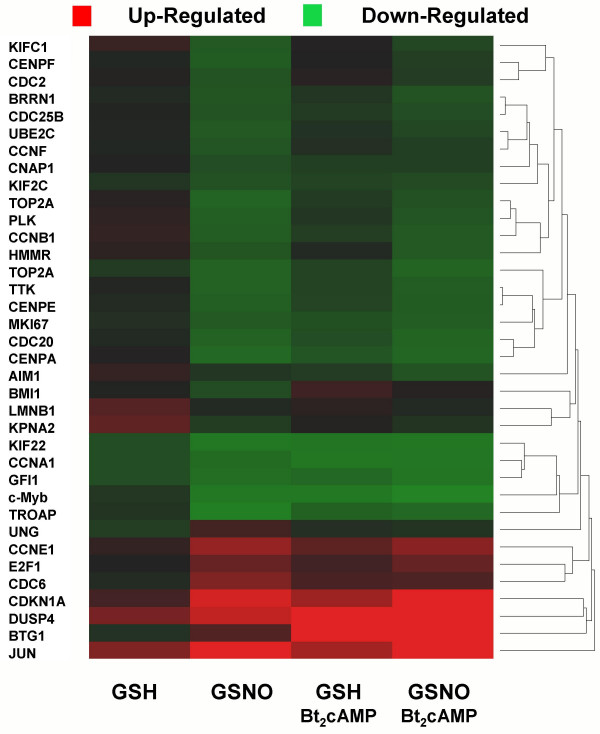
**Heat map of NO^• ^and cAMP effects on the expression of NO^•^-regulated cell cycle genes. **Differentiated U937 cells were incubated with glutathione (GSH; 400 μM) or S-nitrosoglutathione (GSNO; 400 μM) in the absence or presence of dibutyryl-cAMP (Bt_2_cAMP; 100 μM). Color intensity reflects fold change from differentiated cells at 0 h; up-regulation is shown in red and down-regulation in green. Fold changes were computed from the mean results of seven independent microarray experiments.

### Analysis of NO^• ^effects on the cell cycle

NO^• ^causes arrest in either the G1 or G2/M phase of the cell cycle [19,35-37]. However, the mechanisms underlying this effect are not well characterized. Annotation of NO^•^-regulated genes to their respective phase of the cell cycle revealed that expression changes were not random (Table 1). 

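Of 24 measured genes of a G1/S list drawn up beforehand, 5 rose with GSNO and none fell (7 rose adjusted over the list alone). They were CCNE1, the cyclin of S phase entry (0.81 ± 0.18 on the log2 scale, SE, n = 7, adjusted p = 0.0113), MCM5, a subunit of the replicative helicase (0.43 ± 0.12, named after its value was seen), E2F1, CDC6 and UNG. Of 31 G2/M genes 13 fell and none rose (27 fell adjusted over the list alone), among them TTK, a kinase of the spindle checkpoint (-1.12 ± 0.24, adjusted p = 0.00939), KPNA2 (-0.99 ± 0.16, adjusted p = 0.00103) and CDK1, the mitotic kinase (-0.85 ± 0.18, adjusted p = 0.00734). By camera the G2/M list had adjusted p = 1.3e-24 downward, and adjusted p = 0.0250 with an estimated correlation. The G1/S list had adjusted p = 1.9e-05 upward, and adjusted p = 0.125 with an estimated correlation. Of the paper's own genes, all 7 induced G1/S genes rose, as did DUSP4 of G2/M, and of the repressed ones 3 of 3 G1/S, 6 of 8 G2 and 9 of 17 G2/M probe sets fell. Adjusted over the list alone all 28 repressed probe sets fell, but the study chose them on these arrays, so they are not independent evidence. The calls of CCNE1 (up to adjusted p = 0.0629, without experiment 6), TTK (up to 0.0428, without experiment 3) and CDK1 (0.0526, without experiment 7) ended without an experiment.

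**Figure D2:**
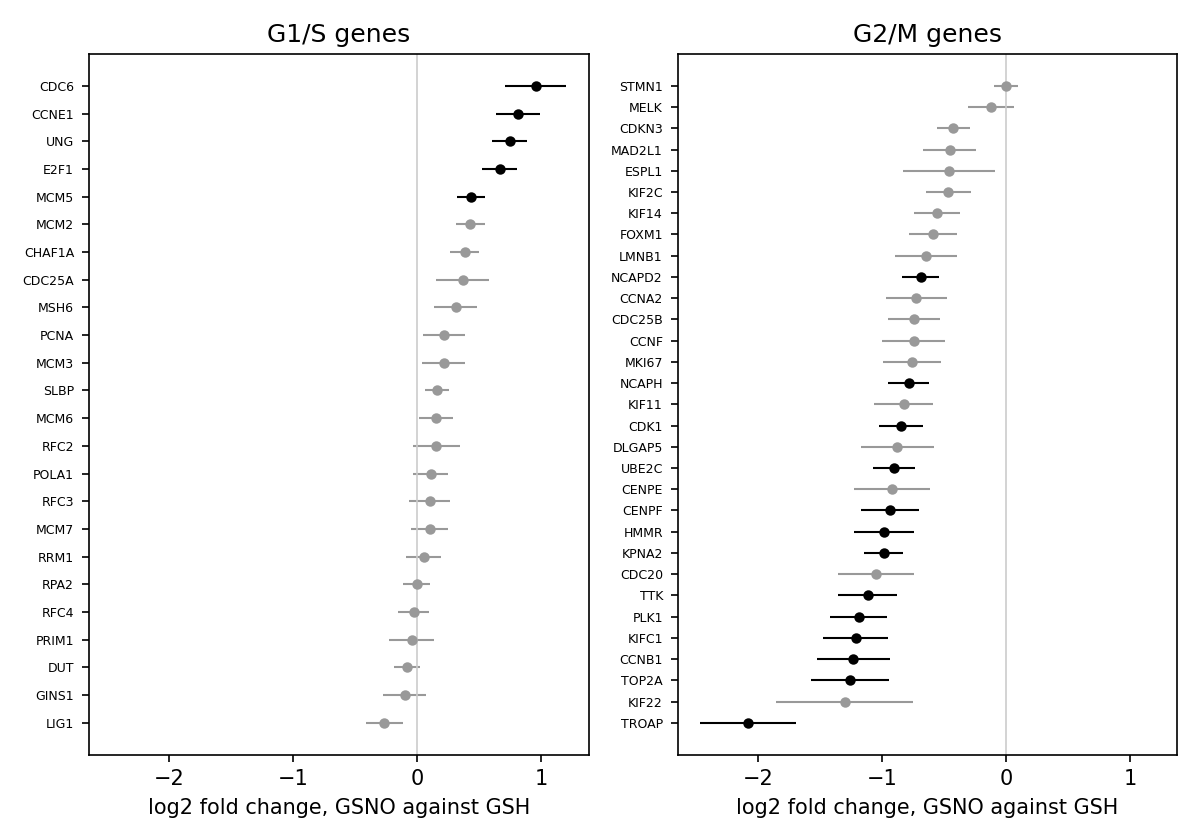
Log2 fold change of GSNO against GSH (horizontal axis, 7 experiments) for each measured gene of the G1/S and G2/M lists (1 line per gene). The SE shown is that of limma, from the residuals of all 28 arrays at 6 h. A gene is in black where it passed the test and in grey where it did not. In the G1/S panel 5 of 24 genes passed, all above 0, and in the G2/M panel 13 of 31, all below 0.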

Most NO^• ^up-regulated genes (7/8) were G1/S associated, while down-regulated genes were strikingly G2 and G2/M phase associated (24/27). The latter included topoisomerase II alpha (*TOP2A*), cyclin B1, *PLK*, and *CDC25B*, genes that are necessary factors for mitosis. These results show that NO^• ^suppresses the cell cycle in early G2/M by triggering a highly integrated program of gene regulation that does not require soluble guanylate cyclase or cGMP.

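TOP2A, which untangles DNA before mitosis, fell by 1.26 ± 0.32 and by 0.84 ± 0.22 on the log2 scale on its 2 probe sets (SE, n = 7, adjusted p = 0.0271 and 0.0326 from limma). CCNB1 went from an AD of 182 ± 25.6 with GSH to 70.0 ± 6.56 with GSNO, and PLK1 from 338 ± 19.4 to 143 ± 8.62. CDC25B, a phosphatase that activates CDK1, had -0.74 ± 0.21 and did not pass (adjusted p = 0.0523, lower in 7 of 7 experiments). KIFC1, a kinesin of the spindle (-1.21 ± 0.26), NCAPH (-0.79 ± 0.17) and NCAPD2 (-0.69 ± 0.15), subunits of condensin, fell too. MKI67 (-0.76 ± 0.23, adjusted p = 0.0851), CDC20 (-1.05 ± 0.31, adjusted p = 0.0622) and KIF22 (-1.30 ± 0.55, adjusted p = 0.276), which all act in mitosis, did not pass. The calls of the TOP2A probe sets ended without any 1 of experiments 1, 3, 4, 5, 6 and 7 (adjusted p up to 0.0978) and of 1, 2, 3, 4, 5 and 7 (up to 0.148), and those of KIFC1, NCAPH and NCAPD2 without experiment 5, 7 and 3 (0.0459, 0.0563 and 0.0580).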

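Among G1/S genes JUN, a subunit of AP-1, rose most (1.87 ± 0.36 on the log2 scale, SE, n = 7, adjusted p = 0.00488 from limma), and BMI1, which represses the CDKN2A locus, fell by 0.57 ± 0.12 (adjusted p = 0.0106, and 0.0421, 0.0649 and 0.0866 without experiment 1, 5 and 7). LMNB1, a lamin (-0.65 ± 0.25, adjusted p = 0.214), KIF2C (-0.47 ± 0.18, adjusted p = 0.231) and CRYBG1 (-0.49 ± 0.16, adjusted p = 0.121) of the repressed G2/M genes did not pass. From the G1/S genes among those induced and the G2 and G2/M genes among those repressed, in cells without soluble guanylate cyclase, the paper concludes that NO holds the cycle in early G2/M through a coordinated program that does not need cGMP.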

**Table 1:** NO^•^-regulated cell cycle related genes

**GenBank**	**Symbol**	**Functional category**	**Fold change**^a^
**G1/S**			
J04111	JUN	Regulation of cell cycle	3.68 ± 0.76
U09579	CDKN1A (p21)	CDK inhibitor	2.06 ± 0.58
U77949	CDC6	DNA replication	1.95 ± 0.48
M74093	CCNE1	Cell cycle control	1.77 ± 0.31
X89398	UNG	DNA repair	1.68 ± 0.30
S49592	E2F1	G1 phase of mitotic cell cycle	1.60 ± 0.19
X61123	BTG1	Negative regulation of cell proliferation	1.60 ± 0.28
L13689	BMI1	Modifies chromatin	0.67 ± 0.09
U67369	GFI1	G1/S-specific transcription in mitotic cell cycle	0.54 ± 0.06
U22376	c-Myb	Cell cycle control	0.30 ± 0.10
**G2**			
U66838	CCNA1	Regulation of CDK activity	0.60 ± 0.12
Z36714	CCNF	Regulation of cell cycle	0.60 ± 0.11
J04088			0.57 ± 0.14
L47276	TOP2A ^b^	Spindle assembly, chromsome condensation	0.42 ± 0.07
X05360	CDC2	Start control point of mitotic cell cycle	0.57 ± 0.11
U28386	KPNA2	Cytoskeleton organization and biogenesis	0.51 ± 0.05
D14678	KIFC1	Spindle assembly, chromsome condensation	0.44 ± 0.10
U14518	CENPA	Chromosome organization and biogenesis	0.38 ± 0.06
**G2/M**			
U48807	DUSP4	Regulation of cell cycle	1.40 ± 0.35
U63743	KIF2C	Microtubule motor activity	0.72 ± 0.10
U83115	AIM1	Tumor supressor, cytoskeleton	0.71 ± 0.07
M34458	LMNB1	Cytoskeletal anchoring	0.66 ± 0.16
D63880	CNAP1	Mitotic surveilance	0.63 ± 0.05
X65550	MKI67	Chromatin/chromosome structure	0.61 ± 0.09
S78187	CDC25B	Cell cycle control	0.60 ± 0.05
D38553	BRRN1	Chromatid separation	0.59 ± 0.08
U73379	UBE2C	Protein degradation	0.54 ± 0.08
U30872	CENPF	Mitosis	0.53 ± 0.07
Z15005	CENPE	Mitotic chromosome movement	0.53 ± 0.10
U29343	HMMR	Mitotic surveilance, cell motility	0.51 ± 0.11
U05340	CDC20	Ubiquitin-dependent protein degradation	0.49 ± 0.07
M86699	TTK	Spindle assembly/mitotic checkpoint	0.47 ± 0.05
U01038	PLK	Mitosis	0.44 ± 0.04
M25753	CCNB1	Mitotic checkpoint	0.43 ± 0.07
D38751	KIF22	Mitosis	0.40 ± 0.18
U04810	TROAP	Cell adhesion	0.24 ± 0.03

^a ^Fold change comparing glutathione (GSH) to S-nitrosoglutathione (GSNO)-treated cells, expressed as the mean ± SE (N = 7)

^b ^Represented by more than one probe set on the microarray that reached statistical significance; each result is shown

To further test this hypothesis, cell cycle analysis was performed on U937 cells using flow cytometry. PMA-differentiation significantly increased the portion of cells in G0/G1 (*P *< 0.0001), while decreasing cells in S (*P *= 0.0007) and G2/M (*P *= 0.003) compared to a naïve, undifferentiated cell population (Fig. 4A). Differentiated cells were then treated with glutathione (GSH) or GSNO in the absence or presence of Bt_2_cAMP. Consistent with NO^•^-induced changes in mRNA expression at 6 h, cell cycle analysis at 24 h demonstrated that NO^• ^increased the portion of cells in G2/M (*P *= 0.0004), and in combination with Bt_2_cAMP, NO^• ^synergistically increased G2/M phase cells (Fig. 4B; *P *= 0.008).

**Figure 4:**
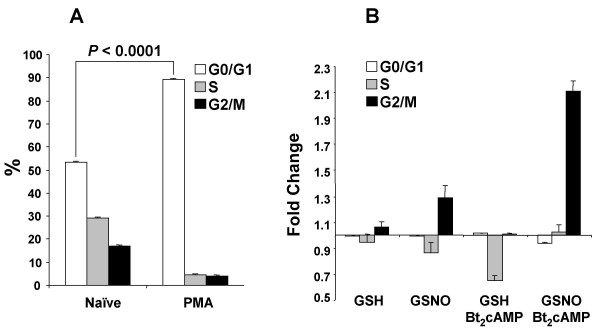
**Cell cycle analysis of U937 cells. ***(A) *U937 cells (1 × 10^6^) were differentiated with PMA (100 nM) for 48 h and then compared with naïve cells for cell cycle distribution using propidium iodide staining. The cell cycle distribution of stained cells was examined by flow cytometry. The percentage of cells in G0/G1, S, and G2/M was determined using ModFit software. *(B) *U937 cells (1 × 10^6^) differentiated as in *A *were treated for 24 h with medium alone, medium with glutathione (GSH; 400 μM) or medium with S-nitrosoglutathione (GSNO; 400 μM) in the absence or presence of dibutyryl-cAMP (Bt_2_cAMP; 100 μM). Cell cycle distribution data, presented as fold change (percentage of cells in each phase of the cell cycle relative to medium alone), are means ± SE of four independent experiments.

### NO^• ^induction of p21, a master cell cycle regulator; dependence on p38 MAPK and role of mRNA stabilization

The Cdk inhibitor, p21 is known to induce cell cycle arrest in late G1 or early G2/M, [38-40] effects similar to those of NO^•^. NO^• ^increased both p21 mRNA and protein expression in the current experiments. 

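The AD of CDKN1A was 10.2 ± 2.79 in naïve cells, 173 ± 38.6 in differentiated cells at 0 h, 209 ± 45.5 after 6 h with GSH and 398 ± 59.3 after 6 h with GSNO (SE, n = 7). The ratio of GSNO to GSH after 10 was added averaged 2.21 ± 0.30 and was above 1 in 6 of 7 experiments. The protein was not analysed here.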

We have previously shown that NO^• ^activates p38 MAPK in U937 and THP-1 cells [13,41]. Activation of p38 MAPK induces p21 in other cell types, [42] and like NO^• ^here, can trigger G2/M cell arrest [40]. We therefore reasoned that NO^• ^might up-regulate p21 by activating p38 MAPK in the present system.

GSNO was first confirmed in PMA-differentiated U937 cells to dose-dependently increase p38 MAPK activation. This effect reached significance at the lowest (100 μM) GSNO concentration tested (*P *≤ 0.0001; Fig. 5). Next, three chemically distinct NO^• ^donors were tested for their ability to up-regulate p21 protein in PMA-differentiated U937 cells. GSNO, S-nitroso-N-acetylpenicillamine (SNAP), and DETA-NONOate similarly increased p21 expression in these cells compared to degraded controls (Fig. 6A; *P *< 0.05 for all). Thus, independent of cGMP and type of donor molecule, NO^• ^consistently increased the expression of p21 protein in U937 cells. A specific p38 MAPK inhibitor (SB202190) was used to determine whether blocking this pathway could prevent NO^• ^induction of p21. As shown in Fig. 6B, SB202190 dose-dependently reduced NO^•^-induced p21 protein expression (*P *= 0.0005). Collectively, these results suggest that NO^• ^induces p21 through p38 MAPK activation. Finally, we investigated the effects of NO^• ^and p38 MAPK inhibition on the stability of p21 mRNA, which harbors ARE in its 3' UTR [43]. After 8 h of PMA exposure, p21 expression increased almost 100 fold compared to naïve U937 cells (Fig. 6C). NO^• ^stabilized p21 mRNA in the absence of SB202190 (Fig. 6D;*P *= 0.004), but had no effect in the presence of SB202190 (*P *= 0.5).

**Figure 5:**
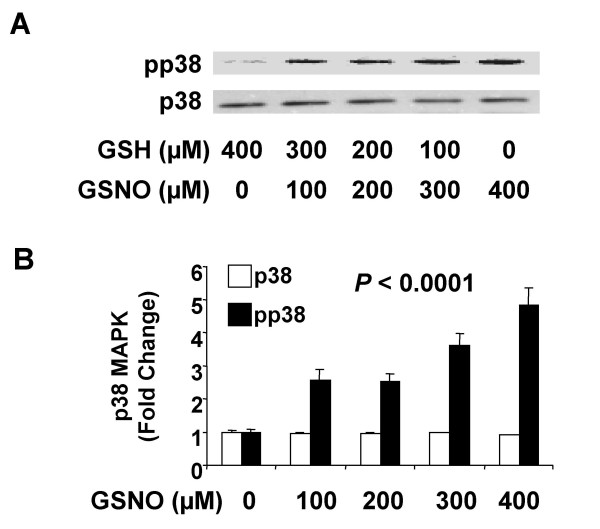
**Effect of NO^• ^on p38 MAPK phosphorylation. **Differentiated U937 cells (5 × 10 ^6^) were incubated with S-nitrosoglutathione (GSNO; 0–400 μM) for 30 min; cells were then lysed for Western blotting to detect total (p38) and phosphorylated forms (pp38) p38 MAPK. *(A) *Representative gel for Western blotting. *(B) *Western blotting results were quantified with laser densitometry and expressed as ratios relative to control values (GSNO = 0 μM). Data are means ± SE of three independent experiments.

**Figure 6:**
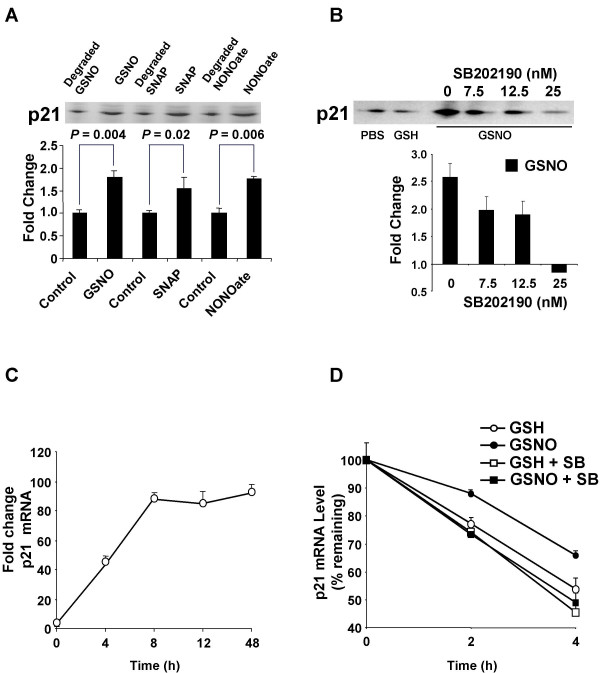
**Effect of NO^• ^donors and p38 MAPK inhibition on p21 expression and mRNA stabilization. ***(A) *Differentiated U937 cells (1 × 10^7^) were incubated with NO^• ^donors, S-nitrosoglutathione (GSNO; 400 μM), S-nitroso-N-acetylpenicillamine (SNAP; 400 μM), or DETA-NONOate (1 mM) or their degraded controls. Western blotting was then performed to detect p21 expression after 12 h of incubation. Results were quantified with laser densitometry and expressed as ratios relative to their appropriate degraded control. Data are means ± SE of four independent experiments. *(B) *Differentiated U937 cells (1 × 10^7^) were incubated with increasing concentrations of the p38 inhibitor SB202190 (0 nM to 25 nM) for 30 min, then exposed to PBS, glutathione (GSH; 400 μM) or GSNO (400 μM) for 12 h. Western blotting was performed to detect p21 expression. Results were quantified with laser densitometry. Data, presented as fold change relative to PBS control values, are means ± SE of three independent experiments. Next, TaqMan^® ^RT-PCR was used to quantify p21 mRNA levels normalized to GAPDH mRNA. *(C) *Changes in p21 mRNA levels during differentiation of U937 cells (1 × 10^7^) with PMA. Data, presented as fold change relative to mean mRNA level in naïve cells, are means ± SE of three independent experiments. *(D) *NO^• ^stabilization of p21 mRNA is dependent on p38 MAPK. U937 cells (1 × 10^7^) were differentiated with PMA for 8 h. After 30 min pretreatment with actinomycin D (2.5 μg/ml) without and with SB202190 (0.1 μM), cells were further incubated with GSH (400 μM) or GSNO (400 μM) for 2 to 4 h. At the specific time points, cells were harvested for total RNA extraction. Data, presented relative to mRNA level at 0 h (arbitrarily set to 100%), are means ± SE of three independent experiments.

### NO^• ^regulation of the cell cycle through E2F1 and p21

The E2F family of transcription factors and p21 act as master regulatory switches that control the cell cycle. E2F1 regulates target genes through E2F-binding sites and thereby plays an essential role in DNA synthesis and the G1/S transition [44-47]. Some p21 effects are mediated by inhibition of E2F factor binding, while other downstream targets contain cell cycle dependent element/cell cycle gene homology region [CDE/CHR] repressor sites within their promoters [27,28,39,48-50]. Protein binding to CDE/CHR sites, triggered by p21 expression, causes repression of a diverse group of cell cycle genes and subsequent late G1 or early G2/M phase arrest, responses that are highly similar to NO^• ^effects shown here. The ability of NO^• ^to increase the expression of E2F1 and p21 may explain much of its broad control over the cell cycle that ultimately involves dozens of gene products. We therefore identified NO^•^-regulated genes that contain E2F or CDE/CHR promoter sites by searching **TRANSFAC **[51] and PubMed[52]. Sixteen NO^•^-regulated genes contain apparent E2F sites (Table 3A). Seven of these are annotated to the G1/S phase of the cell cycle, six of which have reported E2F1 responses that are concordant with NO^• ^effects in the current experiment. 

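Of the 7 genes of Table 3A that the paper assigns to G1/S, 6 rose and MYB fell with GSNO, all past the threshold with limma. CCNE1 went up in 7 of 7 experiments, as did E2F1, CDC6, UNG and JUN, and CDKN1A in 6 of 7. The study chose this list on these arrays, so its direction is not independent evidence, and binding of E2F1 to these promoters was not analysed here.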

Notably, of 10 NO^• ^down-regulated transcripts with possible E2F-binding sites, only c-Myb is a G1/S phase gene. 

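Of the 11 repressed probe sets of Table 3A, with CENPE by its own probe set, 7 fell with GSNO, and of the 7 of Table 3B, which carry a CDE/CHR site according to the paper, 6 fell. Each count was complete, 11 and 7, when adjusted over the list alone, on lists that the study chose on these arrays. CENPE did not pass (-0.92 ± 0.31 on the log2 scale, SE, n = 7, adjusted p = 0.116 from limma, lower in 7 of 7 experiments). Promoter sequences were not analysed here.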

Further, 5 of these genes are known to also contain a CDE/CHR binding site that appears to be functionally dominant (Table 3B). Moreover, of the 27 cell cycle genes down-regulated by NO^•^, 8 are known targets of p21 repression (all G2/M associated), including 6 genes with putative CDE/CHR sites (Table 3B) and two others, lamin B1 (LMNB1) and centromere protein F (CENPF) [39].

**Table 3A:** Specific promoter elements associated with NO^•^-regulated cell cycle genes

**3A. Genes with E2F sites**				
**GenBank**	**Symbol**	**Cell cycle phase**	**Regulation by NO^•^**	**Regulation by E2F1**^**a**^
J04111	JUN	G1/S	Up	Up [63]
U09579	CDKN1A	G1/S	Up	Up [59]
U77949	CDC6	G1/S	Up	Up [61]
M74093	CCNE1	G1/S	Up	Up [63]
X89398	UNG	G1/S	Up	Up [64]
S49592	E2F1	G1/S	Up	Up [61]
U22376	c-Myb	G1/S	Down	Up [63, 92]
U66838	CCNA1 ^b^	G2	Down	Up [93]
J04088	TOP2A^b^	G2	Down	Up [62]
L47276	TOP2A ^b^	G2	Down	Up [62]
X05360	CDC2 ^b^	G2	Down	Up [62, 64]
X65550	MKI67	G2M	Down	Up [63]
U14518	CENPA ^b^	G2/M	Down	
S78187	CDC25B	G2/M	Down	
M86699	TTK	G2/M	Down	
U01038	PLK ^b^	G2/M	Down	
M25753	CENPE	G2/M	Down	

^a ^As reported in the literature; citations shown in parentheses

^b ^These genes also contain CDE/CHR sites as shown in Table 3B

**Table 3B:** Specific promoter elements associated with NO^•^-regulated cell cycle genes

**3B. Genes with CDE/CHR sites**				
**GenBank**	**Symbol**	**Cell cycle phase**	**Regulation by NO^•^**	**Reported regulation by p21**^**a**^
U66838	CCNA1 ^b^	G2	Down	Down
J04088	TOP2A ^b^	G2	Down	Down
L47276	TOP2A ^b^	G2	Down	Down
X05360	CDC2 ^b^	G2	Down	Down
U14518	CENPA ^b^	G2/M	Down	Down
U01038	PLK ^b^	G2/M	Down	Down
M25753	CCNB1	G2/M	Down	Down

^a ^As reported in the literature [39]

^b ^These genes also contain E2F sites as shown in Table 3A

Next, electrophoretic mobility shift assays (EMSA) were performed to test whether NO^• ^altered protein binding to E2F and CDE/CHR consensus sequences. PMA-differentiated U937 cells were treated with PBS, GSH, or GSNO followed by preparation of nuclear extract. NO^• ^increased binding to both E2F (Fig. 7A and 7B) and CDE/CHR probes (Fig. 7C and 7D). Site-directed mutagenesis of each consensus sequence abolished competition (Fig. 7) and E2F1-directed antibody blocked complex formation with labeled E2F probe (Fig. 7A and 7B).

**Figure 7:**
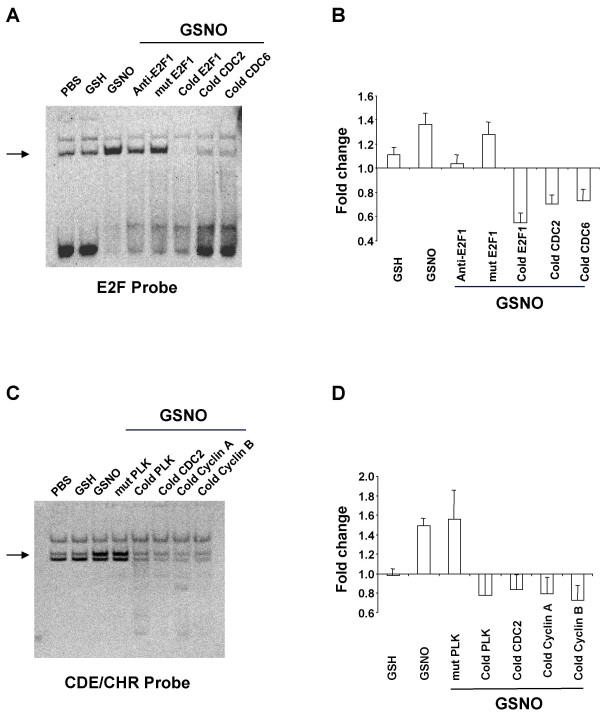
**NO^• ^increases protein binding to E2F and CDE/CHR promoter sites. ***(A) *Representative gel for protein binding to the E2F probe detected by ECL. *(B) *Results for the E2F probe quantified with laser densitometry. Data, presented as ratios relative to PBS values (set to 1), are means ± SE of six independent experiments. *(C) *Representative gel for protein binding to CDE/CHR probe detected by ECL. *(D) *Results for the CDE/CHR probe quantified with laser densitometry. Data, presented as ratios relative to PBS values (set to 1), are means ± SE of six independent experiments. Differentiated U937 cells were incubated with glutathione (GSH; 400 μM) or S-nitrosoglutathione (GSNO; 400 μM) for 3 h. Nuclear extract (15 μg) was prepared and incubated with double-stranded, biotin-N4-CTP labeled DNA probe representing the E2F or CDE/CHR concensus sequence from the E2F1 or *PLK *promoter, respectively. Protein binding was then determined by electrophoretic mobility shift assay. Complexes were competed with 100-fold molar excess of cold probes, site-directed mutagenesis of the consensus sequence, and for the E2F probe, *E2F1*-directed antibody as indicated to test for binding specificity.

### Summary

NO^•^, independent of cGMP, regulated a diverse subset of genes involved in inflammation, metabolism, apoptosis, the cell cycle, proliferation, signal transduction, and transport. Notably, genes associated with the cell cycle and proliferation, including the master cell cycle regulatory genes E2F1 and p21, were over-represented. Further, NO^•^-regulated transcripts had ARE (post-transcriptional regulatory sites) in their 3' UTR and were p38 MAPK responsive more frequently than expected. E2F1 induction by NO^• ^was associated with up-regulation of several genes involved in G1/S transition that contain E2F-binding sites. NO^• ^also induced p21, an ARE-containing gene, through p38 MAPK activation and mRNA stabilization. This was associated with the down-regulation of G2/M phase genes, at least in part, through changes in protein binding to CDE/CHR promoter sites. Collectively, these results demonstrate that NO^•^, independent of cGMP and cAMP, triggers a specific and highly coordinated genetic program that alters the G1/S transition and induces arrest in early G2/M (Fig. 8). MAPK pathways and mRNA stability are major mechanisms by which NO^• ^regulates the transcriptome.

**Figure 8:**
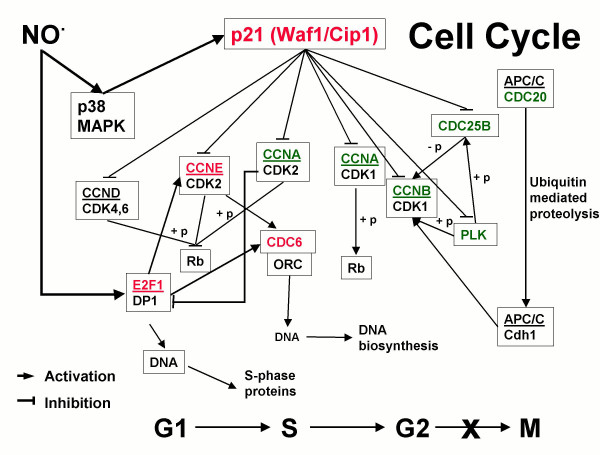
**Schematic representation of NO^• ^regulation of the cell cycle. **Genes differentially regulated in this investigation are shown in color; red signifies up- and green down-regulation. At the bottom, NO^• ^is depicted as allowing progression to G2 where it induces cell cycle arrest. KEGG pathway [86] reproduced and Modified with permission.

## Discussion

NO^• ^has potent anti-tumor and anti-atherosclerotic effects that are closely associated with its ability to block cell proliferation [18,53]. This activity of NO^• ^has been ascribed to both cGMP-dependent and -independent mechanisms. Experiments in rodents have found, with a few notable exceptions [54,55], that NO^• ^controls the cell cycle through cGMP. These studies have focused on the importance of a NO^•^-cGMP-PKA-ERK 1/2 signal transduction pathway [22-24]. Accordingly, cAMP itself has also been reported to inhibit cell proliferation through activation of PKA and/or ERK 1/2 with the up-regulation of p27 or p21 in a cell-specific manner [31-33,56]. In contrast, the anti-proliferation effects of NO^• ^in human cells have been frequently associated with cGMP-independent signaling [19,29]. Here, a transcriptome-wide approach revealed that NO^• ^exerts broad control over the cell cycle through p38 MAPK activation and mRNA stabilization.

In a previous study, we found that NO^• ^up-regulates TNFα by decreasing cAMP, an effect antagonized by cAMP analogs. Therefore Bt_2_cAMP was used in this investigation to explore whether some effects of NO^• ^on the transcriptome could be attributed to its interaction with cAMP signaling. However, our results indicate that NO^•^-cAMP signaling appears to be a minor pathway, regulating less than 6 of the affected transcripts in U937 cells (data not shown). These included TNFα, as well as pim-1 oncogene *(PIM1)*, TNFα-induced protein 2 (*TNFAIP2*), and glutathione reductase *(GSR)*. 

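PIM1, a survival kinase, had a log2 fold change of 0.53 ± 0.17 with GSNO (SE, n = 7, adjusted p = 0.107 from limma) and fell by 1.07 ± 0.17 with Bt2cAMP (adjusted p = 0.000342, lower in 7 of 7 experiments). TNFAIP2, an early gene of the TNF response, rose by 0.86 ± 0.18 with GSNO (adjusted p = 0.00718, and 0.0418 without experiment 5) and had -0.25 ± 0.18 with Bt2cAMP (adjusted p = 0.434). GSR, which recycles glutathione, had 0.91 ± 0.25 with GSNO (adjusted p = 0.0403) and -0.30 ± 0.25 with Bt2cAMP (adjusted p = 0.511). In the presence of Bt2cAMP the NO change was 0.38 for TNF (adjusted p = 0.563), 0.31 for PIM1, 0.46 for TNFAIP2 (adjusted p = 0.398) and 0.51 for GSR (adjusted p = 0.495), none past the threshold. The difference between the NO changes with and without Bt2cAMP was -1.13 ± 0.30 for TNF (adjusted p = 0.506) and did not pass for the others either (adjusted p = 0.822, 0.726 and 0.778). Leaving out experiments 2, 4 and 6, whose Bt2cAMP labels are in doubt (chosen after seeing the data), the Bt2cAMP change was -1.05 for PIM1, -0.49 for TNFAIP2 and -0.08 for GSR, and in the presence of Bt2cAMP the NO change passed for PIM1 (0.62, adjusted p = 0.00268), TNFAIP2 (1.00, adjusted p = 0.00143) and GSR (0.93, adjusted p = 0.0350) but not for TNF (0.67, adjusted p = 0.217).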

Importantly, for cell cycle genes, NO^• ^and Bt_2_cAMP consistently had the same directional effect on transcripts, although NO^• ^regulated more genes overall. Thus, decreases in intracellular cAMP appear unrelated to NO^• ^effects on the cell cycle. Furthermore, treatment with both NO^• ^and Bt_2_cAMP synergistically provoked cell cycle arrest in G2/M, suggesting that NO^•^-induced decreases in cAMP may attenuate some of its effects on the cell cycle. Although this experiment also provides useful intormation on gene regulation by cAMP in U937 cells, the reader should keep in mind that Bt_2_cAMP was the only analog studied and some effects may have been caused by its butyryl component.

U937 cells were PMA-differentiated in the current experiments to render them capable of producing TNFα and IL-8, two cytokines previously identified as NO^•^-responsive [7-13]. Further, this treatment also reduced cell proliferation and forced >80% of the cells into the G0/G1 phase of the cell cycle, allowing for a more coherent analysis of cell cycle regulation (Fig. 4). However, PMA itself had large effects on NO^•^-regulated genes such as p21 (Fig. 6D) and the findings here cannot be extrapolated directly to naïve U937 cells. Fortunately, Turpev and colleagues have recently reported selected microarray results from NO^• ^exposure of undifferentiated U937 and Mono Mac 6 cells [57]. 

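ATF4, the transcription factor of the amino acid response, rose with GSNO from an AD of 652 ± 72.6 to 1092 ± 121 (SE, n = 7), a log2 fold change of 0.69 ± 0.17 (adjusted p = 0.0234 from limma, higher in 7 of 7 experiments). BNIP3, a mitochondrial protein of the BCL2 family, went from 39.6 ± 3.77 to 94.5 ± 14.6 but did not pass (1.00 ± 0.33, adjusted p = 0.117, higher in 7 of 7 experiments). HMOX1, CXCL8 and CDKN1A, named with them by the paper, all rose. The call for ATF4 ended without any 1 of experiments 1, 3, 4, 5, 6 and 7 (adjusted p up to 0.0867), and cells that were not differentiated were not treated with NO on these arrays.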

Of interest, a number of key genes identified by this group were also found to be similarly regulated by NO^• ^in PMA-differentiated cells including HMOX1, IL-8, activating transcription factor 4 (ATF4), BCL2/Adenovirus E1B 19 kD-interacting protein 3 (BNIP3), and importantly p21/Waf1/Cip1.

The NO^• ^donor GSNO was found to activate p38 MAPK in U937 cells, which was consistent with our previous result using SNAP, another NO^• ^donor [41]. Furthermore, three different NO^• ^donors were shown here to consistently increase p21 protein expression, indicating that this effect is NO^•^-specific and donor independent. Importantly, very low concentrations of the p38 MAPK inhibitor SB202190 were found to block the induction of p21 protein by NO^•^, further establishing the role of p38 MAPK as an intermediary signal transduction event. Finally, p21 mRNA was measured serially by RT-PCR after transcriptional blockade in the absence or presence of SB202190 showing that this transcript is stabilized by NO^• ^through a p38 MAPK-dependent mechanism.

Others have found that NO^• ^increases p21 mRNA and protein expression in human vascular smooth muscle independent of cGMP [58]. In addition, p38 MAPK activation has been shown to increase p21 expression by both transcriptional activation and protein stabilization [42]. E2F1 is also known to induce p21 transcription [59] providing another mechanism by which NO^• ^may have increased p21 expression in the current experiment. Conversely, as already discussed, NO^• ^decreases cAMP, reducing the ability of Sp1 to bind to GC box elements and thereby repressing the transcription of Sp1-dependent genes such as eNOS [11]. Interestingly, p21 is highly dependent on Sp1 for transcription [60] and is induced by cAMP [56], findings consistent with the possibility that p21 may be transcriptionally repressed by NO^•^-cAMP-Sp1 signal transduction. Nonetheless, NO^• ^induction of p21 demonstrates that other mechanisms dominate over any negative effects of NO^• ^on Sp1 binding to the p21 promoter. Here, we focused on mRNA stabilization, because of the strong indication in our microarray data that this is a major mechanism of gene regulation by NO^•^. However, other mechanisms such as changes in transcription, translation, or protein stability may have contributed substantially to the net effects of NO^• ^on p21 expression.

The E2F family of transcription factors play important roles in G1/S phase transition. E2F1 up-regulates many G1/S phase genes including itself, cyclin E1 (*CCNE1*), *CDC6*, uracil-DNA glycosylase *(UNG)*, JUN, p21 and c-Myb [46,47,61-65]. Except for c-Myb, all were up-regulated by NO^• ^in the present study, suggesting that NO^• ^may drive differentiated U937 cells through the G1/S transition by inducing E2F1 expression. This conclusion is further supported by EMSA showing that NO^• ^increases E2F1 binding to E2F consensus sequence. However, increased E2F1 expression may not be the only mechanism contributing to these observed changes in DNA binding. NO^• ^activates p38 MAPK in U937 cells and p38 MAPK has been shown to increase E2F1 binding to E2F sites [66]. Further, cyclin A1 was down-regulated by NO^• ^and has been shown to turn off E2F1 target genes by decreasing E2F1 DNA binding [47,67].

Notably, c-Myb and a number of G2 or G2/M phase genes that contain E2F sites were down-regulated by NO^•^. E2F sites can function as repressors in some genes and their disruption by mutation leads to promoter activation [46,61,68]. Further, NO^•^-responsive genes with both E2F elements and CDE/CHR repressor sites were uniformly down-regulated. Promoters with CDE/CHR motifs are repressed by p21 [28,39], which was also induced by NO^•^. Therefore, even for promoters activated by E2F1, repression through CDE/CHR sites appears to be the dominant action of NO^• ^in this cellular context. Moreover, E2F and CHR sites may cooperate as co-repressors [69]. Although *CDC25B *lacks an identifiable CDE/CHR site, it does have a proximal repressor and its regulation is similar to CDE/CHR-containing genes [70].

Cell cycle arrest induced by p21 occurs in late G1/S [40,71] or early G2/M [38] and is mediated, at least in part, by the repression of target genes with CDE/CHR sites [28]. CDE/CHR sites are present in the promoters of cyclin A1 [50], *CDC2 *[48], cyclin B1 [72], and *TOP2A *[49], centromere protein A (*CENPA*) [73] and *PLK *[27]. All of these genes are G2 or G2/M related and are down-regulated by p21, results consistent with the effects of NO^• ^observed here. EMSA confirmed the hypothesis that NO^• ^regulates protein binding to CDE/CHR sites. Collectively, these findings suggest that NO^• ^regulates many G2/M phase cell cycle genes through p21. However, NO^• ^may also regulate some of these downstream p21 targets through additional mechanisms. For example, c-Myb, cyclin A1, cyclin B1, and *CENPA *have ARE in their 3' UTR, indicating that NO^• ^might alter the stability of these transcripts. Notably, cyclin A1 and cyclin B1 are down-regulated by p38 MAPK, a signal transduction pathway that was activated by NO^• ^in the current experiments. Importantly, p38 MAPK has been shown to induce cell cycle arrest at the G2 checkpoint through mechanisms that were only partially dependent on p21 [74].

ARE in 3' UTR have been implicated in the control of transcript stability and have an important post-transcriptional impact on transcriptome content [11,75-77]. We previously demonstrated that independent of cGMP, NO^• ^up-regulates IL-8, but not TNFα post-transcriptionally through p38 MAPK activation [13]. In the current investigation, ARE- containing genes including IL-8 and p21 were over-represented among NO^•^-regulated genes. Nearly half of these ARE genes have been reported to be regulated by p38 MAPK (Table 2). Notably, NO^• ^responses were all in the same direction as those reported for p38 MAPK activation. Previous microarray experiments that globally tested mRNA stability found that 10% of transcripts were associated with p38 MAPK-dependent regulation [77]. The over-representation of p38 MAPK-regulated genes in our experiments indicates that this stress kinase is an important target of NO^•^.

## Conclusion

The present investigation was focused on understanding cGMP-independent gene regulation by NO^•^. Major themes within the identified gene list were the predominance of cell cycle-related genes and ARE-containing transcripts. NO^• ^was found to trigger a specific and coordinated cell cycle arrest independent of both cGMP and cAMP. E2F1 induction up-regulated target genes involved in G1/S transition through E2F sites. NO^• ^stabilization of p21 mRNA was p38 MAPK dependent and led to increased protein binding to CDE/CHR promoter sites and the down-regulation of G2/M phase genes. The cell cycle is a major target of NO^•^-mediated gene regulation. Importantly, p38 MAPK and mRNA stability are major intermediary mechanisms through which NO^• ^affects the human transcriptome.

## Methods

### Reagents and cell culture

PMA, GSNO, S-nitroso-N-SNAP, Bt_2_cAMP and SB202190 were purchased from Calbiochem (San Diego, CA). DETA-NONOate was obtained from Cayman (Ann Arbor, Michigan); actinomycin D and GSH were from Sigma-Aldrich (St. Louis, MO). U937 cells (ATCC, Rockville, MD), a human monoblastoid line devoid of NO^• ^sensitive guanylate cyclase, [9,30] were cultivated and then differentiated with PMA (100 nM) for 48 h as described previously [9].

### Microarray experiments

NO^• ^donor, GSNO (400 μM), or its precursor GSH (400 μM) was added into differentiated U937 cells in the absence or presence of Bt_2_cAMP (100 μM) followed by incubation at 37°C for 6 h (N = 7). Cells were then washed three times with ice cold PBS. Total RNA was extracted using RNeasy Mini kits (Qiagen, Valencia, CA) and reverse transcribed (10 μg) using the SuperScript II^® ^custom kit (Invitrogen, Carlsbad, CA). Resulting cDNA (1 μg) was *in vitro *transcribed into biotin-labeled cRNA using the BioArray high yield RNA transcript labeling kit (Enzo Life Sciences, Farmingdale, NY). After fragmentation, biotin-labeled cRNA (20 μg) was hybridized to Affymetrix HuGeneFL 6800^® ^microarrays [> 5,000 unique transcripts after masking uninformative probe sets [Affymetrix Website, #106] following the Affymetrix protocol [78]. After staining with streptavidin phycoerythrin (Molecular Probes) and enhancing with anti-streptavidin (0.5 mg/ml, Vector Laboratories, Burlingame, CA), microarrays were scanned using Agilent GeneArray Scanner.

### Cytokine assay and TaqMan^® ^Real time RT-PCR

Supernatants were collected from duplicate cell cultures after 24 h of incubation. TNFα, IL-8 and IL-1β production were measured using ELISA kits (R & D Systems, Minneapolis, MN) according to the manufacturer's instructions.

The TaqMan^® ^Real time RT-PCR system (Applied Biosystems, ABI, Rockville, MD) was employed to quantify mRNA levels. Gene-specific TaqMan^®^probes and PCR primers were designed using Primer Express 1.0 (ABI) and their sequences are provided in supplemental data [see Additional file 5]. The High-capacity cDNA Archive kit (ABI, Foster City, CA) was employed to prepare cDNA from 2 μg of total RNA. The resulting cDNA was used for RT-PCR in triplicate according to the standard ABI protocol. The average quantities of target gene mRNA relative to GAPDH mRNA was determined for each sample. The target gene/GAPDH ratio in GSH treated cells was arbitrarily set at 1 and results from all other samples were expressed relative to that standard.

### Western blotting

Polyclonal antibodies detecting p21, cyclin A1, cyclin B1, *CDC6*, E2F1 and cyclin F were obtained from Santa Cruz Biotechnology (Santa Cruz, CA). *PLK *antibody was purchased from BD Transduction Laboratories (San Diego, CA). Aliquots of 1 × 10^7 ^cells were incubated with PBS, GSH (400 μM), or GSNO (400 μM) for 12 h to prepare whole cell lysates. Separate experiments were conducted to detect total and phosphorylated p38 MAPK using anti-p38 and anti-pp38 (Promega, WI). All Western blotting was performed using 20 μg of whole cell lysate as previously described [13].

### Cell cycle analysis

Cells were harvested and stained with propidium iodide and the cell cycle distribution of stained cells was determined by flow cytometry (FACS Calibur, Becton Dickinson). The percentage of cells in G0/G1, S, and G2/M was determined using ModFit (Verify Software House Inc., Topsham, ME) and expressed as relative change compared to PMA-differentiation alone. Naïve U937 cells were compared to cells (1 × 10^6^) incubated with PMA for 48 h to examine the effects of differentiation on the cell cycle. As expected, PMA differentiation pushed cells into G0/G1 arrest (>80% of cells). These cells were then treated with GSH (400 μM) or GSNO (400 μM) without or with Bt_2_cAMP for 24 h and processed for cell cycle analysis as described above.

### EMSA

Differentiated U937 cells were cultured for 3 h with GSH (400 μM) or GSNO (400 μM). EMSA were performed with 15 μg of nuclear extract and double-stranded DNA probes labeled with biotin-N4-CTP according to manufacturer's instructions (Pierce, Rockford, Illinois). Probes purchased from Sigma-Genosys (The Woodlands, TX) were as follows: E2F probe (5'-CGTGGCTCTTTCGCGGCAAAAAGGA-3') representing the -39 to -15 section of the E2F1 promoter and CDE/CHR probe (5'-GTTCCCAGCGCCGCGTTTGAATTC-3') representing the -10 to +14 section of human *PLK *promoter. Binding complexes were competed using 100-fold molar excess of cold probes. Sequences for these cold probes are available in [see Additional file 6].

### Microarray data analysis, gene annotation, and statistics

Images were analyzed using Microarray Suite 4.0 (Affymetrix). Global scaling was set at 100. Data were transformed and analyzed using the MSCL Analyst's Toolbox  written in the JMP scripting language (SAS Institute, Cary, NC). Average difference (AD) values were standardized and transformed using the Symmetric Adaptive Transform [79-81] yielding quantile-normalized, homogenous variance scaled results. Differentially regulated genes were identified from 7 independent experiments using a combination of consistency tests set at a 4% false discovery rate (FDR) and an average AD above 20 for at least one condition. One of 7 experiments was an outlier for some genes, but was not allowed to eliminate genes found significant in the other six. Fold change in gene expression was calculated directly from AD results after raising negative values to 10, and likewise adding 10 to all positive values.

Genes were annotated by searching **NIH-DAVID **[82,83] and PubMed [52]. Over-representation of gene categories among differentially expressed transcripts was tested using **Expression Analysis Systematic Explorer **[84,85]. EASE scores (penalized Fisher exact test), corrected for multiple comparisons using bootstrap resampling with 10,000 iterations, are reported as P-values. These analyses and tests of significance relied on databases within EASE and therefore did not include additional genes that were annotated to particular functional categories using PubMed.

All data not derived from microarrays are presented as mean ± standard error (SE) of at least three independent experiments. All *P*-values are two-sided unless noted otherwise, and considered significant if less than 0.05. To compare treatment effects on cytokine secretion, a two-way ANOVA with blocking for experiment was carried out on the logarithm of the measured concentrations for TNFα, IL-8 and IL-1β (supplemental Fig. 1A). A linear regression of RT-PCR log fold change *versus *microarray log fold change was generated to evaluate the validity of the microarray data (Fig. 2B). To determine whether NO^• ^affected the protein expression of various cell cycle genes, paired t-tests, unadjusted for multiple comparisons, were performed for GSH versus GSNO, after log normalization to PBS (Fig. 2D). Log percentages of naïve and PMA-differentiated U937 cells in each phase of the cell cycle were compared by paired t-tests, unadjusted for multiple comparisons (Fig. 4A). Two-way ANOVAs with blocking were performed on log percentage of cells in each phase of the cell cycle to assess the significance of the NO^• ^effect, cAMP effect, and their interaction (Fig. 4B). Effects of NO^• ^on p38 MAPK phosphorylation (Fig. 5) were investigated with a one-way ANOVA comparing the log fold change of laser densitometry intensity (pp38/p38) over different concentrations of GSNO. A post-hoc Dunnett's test was carried out to determine the lowest concentration at which the effect became significant compared to control. The expression of p21 in the presence of GSNO, SNAP, or DETA-NONOate was compared to that in the presence of their respective degraded controls with paired t-tests, unadjusted for multiple comparisons (Fig. 6A). The dose effect of SB202190 on NO^•^-induced p21 protein expression normalized to PBS was analyzed using a one-way ANOVA (Fig. 6B). NO^• ^stabilization of p21 mRNA over time (with and without SB202190) was assessed using constrained one-way analysis of covariance, after natural log transformation of relative mRNA amounts (Fig. 6D).

## List of abbreviations

ARE: AU-rich elements; Bt_2_cAMP: dibutyryl-cAMP; CDE/CHR: cell cycle dependent element/cell cycle gene homology region; EMSA: electrophoretic mobility shift assays; GO: Gene Ontology; GSH: glutathione; GSNO: S-nitrosoglutathione; NO^•^: nitric oxide; SNAP: S-nitroso-N-acetylpenicillamine; UTR: untranslated regions.

## Authors' contributions

**Xiaolin Cui, Shuibang Wang, and Robert L. Danner**: framing the question and designing experiments; developing downstream hypotheses; writing the manuscript. **Jianhua Zhang**: developing, designing, and performing the real time RT-PCR and EMSA experiments; raising questions that contributed to the scientific process. **Xiaolin Cui and Penglin Ma**: Designing and performing experiments to test downstream hypotheses. Performing Western blotting. Final annotation of gene lists. **Daniela E. Myers, Ilana G. Goldberg and Ana del Pilar Cintron**: developing methodology and performing bench work for microarray experiments including preparation of total RNA, reverse transcription, labeling, hybridization, and scanning. Preliminary annotation of gene lists. **Kelly J. Sittler, Peter J. Munson and Jennifer J. Barb**: developing computation tools and data normalization methods; detecting differentially regulated genes and performing statistical analysis. **J. Philip McCoy**: developing, designing, and performing the cell cycle analysis experiments. Editing the manuscript.

## Supplementary Material

Additional File 1 Classification of NO^•^-Upregulated Genes. Complete list of genes upregulated by NO^• ^Genes are classified by function and fold change from control is shown. Click here for file

Additional File 2 Classification of NO^•^-Downregulated Genes. Complete list of genes downregulated by NO^• ^Genes are classified by function and fold change from control is shown. Click here for file

Additional File 3 Confirmation of NO^• ^effects on TNFα, IL-8 and IL-1β (A) NO^• ^up-regulated secreted TNFα, IL-8 and IL-1β protein at 24 h as measured by ELISA. Dibutyryl cAMP (Bt_2_cAMP) decreased TNFα, increased IL-1β, and had no effect on IL-8. Data are means ± SE of six independent experiments. *(B) *NO^• ^effect on TNFα, IL-8 and IL-1β mRNA at 6 h as measured by microarray (N = 7) were similar to changes in secreted protein. Click here for file

Additional File 4 Classification of cAMP-Regulated Genes. Complete list of genes regulated by cAMP. Genes are classified by function and fold change from control is shown. Click here for file

Additional File 5 RT-PCR Primers and Probes. List of genes tested by RT-PCR including the sequence of primers and probes used in the assays. Click here for file

Additional File 6 Electrophoretic Mobility Shift Assay (EMSA) Probes. List of genes from which E2F and CDE/CHR promoter sequences were derived for testing by electrophoretic mobility shift assay (EMSA). For each gene, the EMSA probe sequence is shown. Click here for file

# Supplementary material for: cGMP-independent nitric oxide signaling and regulation of the cell cycle
**Source:** BMC Genomics. 2005 Nov 3;6:151. doi: 10.1186/1471-2164-6-151
**Supplement:** Additional File 3 — Confirmation of NO• effects on TNFα, IL-8 and IL-1β (A) NO• up-regulated secreted TNFα, IL-8 and IL-1β protein at 24 h as measured by ELISA. Dibutyryl cAMP (Bt2cAMP) decreased TNFα, increased IL-1β, and had no effect on IL-8. Data are means ± SE of six independent experiments. (B) NO• effect on TNFα, IL-8 and IL-1β mRNA at 6 h as measured by microarray (N = 7) were similar to changes in secreted protein.

## Slide 1
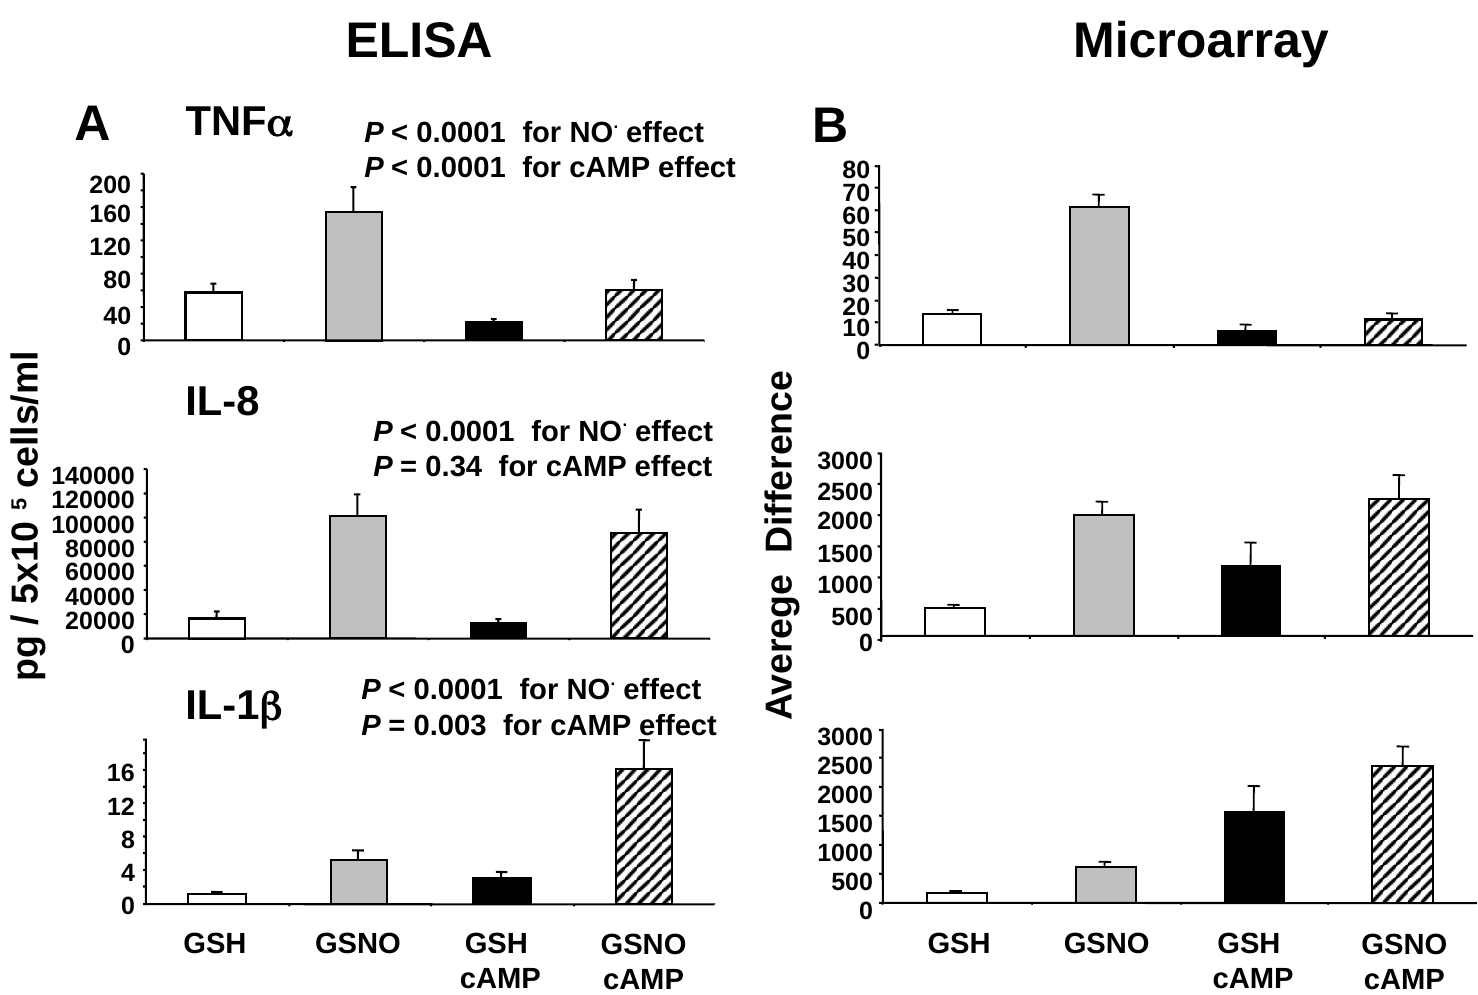

ELISA
TNF
P < 0.0001 for NO. effect
P < 0.0001 for cAMP effect
200
160
120
80
40
0
IL-8
P < 0.0001 for NO. effect
P = 0.34 for cAMP effect
140000
 pg / 5x10 5 cells/ml
120000
100000
80000
60000
40000
20000
0
P < 0.0001 for NO. effect
P = 0.003 for cAMP effect
IL-1
16
12
8
4
0
GSH
GSNO
GSH
cAMP
GSNO
cAMP
A
Microarray
80
70
60
50
40
30
20
10
0
3000
2500
2000
Averege Difference
1500
1000
500
0
3000
2500
2000
1500
1000
500
0
GSH
GSNO
GSH
cAMP
GSNO
cAMP
B

# Supplementary material for: cGMP-independent nitric oxide signaling and regulation of the cell cycle
**Source:** BMC Genomics. 2005 Nov 3;6:151. doi: 10.1186/1471-2164-6-151
**Supplement:** Additional File 4 — Classification of cAMP-Regulated Genes. Complete list of genes regulated by cAMP. Genes are classified by function and fold change from control is shown.

#

# Supplementary material for: cGMP-independent nitric oxide signaling and regulation of the cell cycle
**Source:** BMC Genomics. 2005 Nov 3;6:151. doi: 10.1186/1471-2164-6-151
**Supplement:** Additional File 5 — RT-PCR Primers and Probes. List of genes tested by RT-PCR including the sequence of primers and probes used in the assays.

# RT-PCR Primers and Probes

| **GenBank** | **Symbol** | **Forward primer** | **Reverse primer** | **Probe** |
| --- | --- | --- | --- | --- |
| X06985 | HMOX1 | AGCCCTGCCCTTCAGCAT | TTGAGACAGCTGCCACATTAGG | comp-TGTCTTCCAGGCTCTGCTGCAGGAACT |
| L19871 | ATF3 | TTTGCCATCCAGAACAAGCA | GGGTCTGTCGCTGACAGTGA | ACCGGATGTCCTCTGCGCTGGA |
| M57731 | GRO2 | CAAGAACATCCAAAGTGTGA | GCCCATTCTTGAGTGTGGCTAT | CCCACTGCGCCCAAACCGAAGT |
| J04111 | JUN | GGGTTGACTGGTAGCAGATAAGTGTT | CTTCAGCCACACTCAGTGCAA | comp-CTGAGCCCTTATCCAGCCCGAGCT |
| D14874 | ADM | CGCCCATGGTACAAGGAATAG | ACCGCTCGGGAAGTCCTT | CGCAAGCATCCCGCTGGTGC |
| M27288 | OSM | CCCTGCCTCGGATGCTTT | CTGAGTGCATGAAGCGATGGT | comp-AGGAACCTGCAGCCCTCCAGCTTG |
| X99920 | S100A13 | AGCCTCAGCGTCAACGAGTT | CATCAAGAGAGCCCACATCCTT | CCCAGCAGTTGCCCCATCTGCT |
| U57721 | KYNU | TCCATTGGGATCCTAGCTGTTT | AATGCGCTGCACTGTGTCA | AATGGAGCCTTCATCTCTTGAGCTGCC |
| U09579 | CDKN1A | GCAGACCAGCATGACAGATTTC | GCGGATTAGGGCTTCCTCTT | CACTCCAAACGCCGGCTGATCTTC |
| S49592 | E2F1 | AGCAGATGGTTATGGTGATCAAAG | GGAGATCTGAAAGTTCTCCGAAGA | CTCCTGAGACCCAGCTCCAAGCCG |
| U66838 | CCNA1 | ATGGCATTTGAGGATGTGTATGAA | CTGTGTTGAAATCCAGCAGGAA | CCGGCACACTCAAGTCAGACCTGC |
| Z15005 | CENPE | TCGAGATAGCAAGTTAACACGAATTC | ACTGGCAAACTGGAGAGCAGTAA | AGACACGTATTATCTGCACAATTACTCCAG |
| U01038 | PLK | GGATCACACCAAGCTCATCTTG | CCCGCTTCTCGTCGATGT | CCCACTGATGGCAGCCGTGACC |
| M25753 | CCNB1 | CCCTGCTGCAACCTCCAA | AGTTGTTCACTGACTTTGTTACCAATG | CCGGACTGAGGCCAAGAACAGCTC |
| U22376 | c-Myb | TCGAGTGCATCAACCCTGAA | TAACTTTTCCTTTATCTGCTCTGACAAG | comp-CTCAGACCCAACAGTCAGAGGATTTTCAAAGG |

# The primers and probes of IL8 (M28130), IL1B (X04500), and TNF (X02910) were purchased from ABI

# Supplementary material for: cGMP-independent nitric oxide signaling and regulation of the cell cycle
**Source:** BMC Genomics. 2005 Nov 3;6:151. doi: 10.1186/1471-2164-6-151
**Supplement:** Additional File 6 — Electrophoretic Mobility Shift Assay (EMSA) Probes. List of genes from which E2F and CDE/CHR promoter sequences were derived for testing by electrophoretic mobility shift assay (EMSA). For each gene, the EMSA probe sequence is shown.

# Electrophoretic Mobility Shift Assay (EMSA) Probes

| E2F1 | 5’-CGTGGCTCTTTCGCGGCAAAAAGGA-3’ |
| --- | --- |
| Mut E2F1 | 5’-CGTGGCTCTTTCGATGCAAAAAGGA-3’ |
| CDC2 | 5’-TTAGCGCGCTGAGTTTGAAACT-3’ |
| CDC6 | 5’-CCGGGCTTTGGCGGGAGGTGGG-3’ |
| PLK | 5’-GTTCCCAGCGCCGCGTTTGAATTC-3’ |
| Mut PLK | 5’-GTTCCAAGCTTCGCGGTCCACTTC-3’ |
| CDC2 | 5’-TTAGCGCGCTGAGTTTGAAACT-3’ |
| Cyclin A | 5’-GTAGTCGCGGGATACTTGAACTG-3’ |
| Cyclin B | 5’-GAGCAGTGCGGGGTTTAAATCT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

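Gene expression was measured in U937 cells on HuGeneFL oligonucleotide arrays in 7 independent experiments. Each experiment gave 1 array for each of 6 conditions: naïve cells, cells differentiated with PMA (100 nM, 48 h) at 0 h, and differentiated cells after 6 h with GSH (400 μM), GSNO (400 μM), GSH with Bt2cAMP (100 μM) or GSNO with Bt2cAMP. The labels of the 42 arrays were kept as given.

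The values are intensities as deposited: according to the paper's methods the authors analysed the images with Microarray Suite and scaled every array to a target of 100, which leaves an average difference (AD) of perfect match and mismatch probes for each probe set. They are on a linear scale, 22.8% of them are below 0, and the authors' Symmetric Adaptive Transform is not in them. Mean AD per array ran from 139.5 to 178, with 150.2 to 163 (median 156) for naïve cells and 139.5 to 166 (median 160.0) at 0 h, and 45.8% to 53.3% of the probe sets of an array were above 20. No 2 arrays were identical, and the correlation of 2 arrays of one condition was at least 0.868 (median 0.929).

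Of 6086 probe sets, 58 controls were left out. Of the other 6028, 4812 carry 1 gene symbol, 253 several and 963 none, for 4368 distinct symbols, and no symbol changed when gene identifiers were looked up in a current gene table (4808 were found there). Negative AD were raised to 0, 10 was added, and the log2 values were quantile normalized over the 42 arrays. Fold changes on the paper's scale are the mean and SE over experiments of the ratio of AD after 10 was added.

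Differences were tested with limma (version 3.58.1, R 4.3.3), with the experiment as a block, on probe sets whose mean AD was above 20 in at least 1 condition of the fit, at a Benjamini-Hochberg adjusted p under 0.04, after the paper's filter and false discovery rate. The 28 arrays at 6 h gave the NO change (GSNO against GSH), the Bt2cAMP change (GSH with Bt2cAMP against GSH), the NO change in the presence of Bt2cAMP and the difference between the NO changes. The 14 arrays of naïve cells and of differentiated cells at 0 h gave the PMA change, and the 35 arrays of differentiated cells gave the change from 0 h to 6 h. The SE of a log2 change is that of limma, from the residuals of all arrays in its fit, and n is the number of experiments. Without the block 35 probe sets passed for NO. Arrays were paired by experiment number: 22 of the 28 arrays at 6 h correlated best, as deviations from their condition's mean, with an array of their own number, and for naïve and 0 h arrays of 1 number the median r was 0.395 (-0.069 for others).

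The fits were tested on simulated data with 100 changes planted at each size. Changes of 2-fold were recovered in 88% for NO, 90% for Bt2cAMP, 83% for NO in the presence of Bt2cAMP, 87% for PMA and 94% for time, and changes of 1.5-fold in 46%, 55%, 57%, 62% and 50%, with 1, 7, 6, 9 and 5 false calls.

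Gene groups were 19 lists drawn up from general knowledge: G1/S and G2/M genes, NF-κB inflammation, immediate early genes, CREB, ATF4, NRF2 and p53 targets, heat shock, hypoxia and glycolysis, metallothioneins, cholesterol synthesis, ribosome biogenesis, ribosomal proteins, markers of monocytes and macrophages, of immature myeloid cells and of lymphocytes and NK cells, and markers of erythroid and of epithelial and fibroblast cells. The last 2 lists had fewer than 3 measured members, so 17 were tested with camera of limma (preset correlation 0.01, adjusted over the lists), and again with an estimated correlation and with fry. List members among the genes past the threshold, and genes past it for both NO and Bt2cAMP, were tested with a two-sided Fisher's exact test. The paper's own lists were counted but not tested as groups, since they were chosen on these arrays.

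Genes named in the text are those the paper names in its text, Tables 1 to 3 or Additional file 5, the 10 largest positive and 10 largest negative changes for NO, Bt2cAMP and PMA among those past the threshold and changed the same way in all 7 experiments, and up to 4 members with the smallest adjusted p of each list described. The values of the paper's tables had been seen when this rule was written. Other genes are said to be named after their values were seen.

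The alternatives tried were no block, no quantile normalization or cyclic loess, an added value of 50 or a floor at 20, no filter or a mean AD above 50, an adjusted p under 0.05 or 0.01, only the arrays of the 2 groups compared or all 42 arrays, robust moderation, array weights, a paired test without moderation, the same direction in all 7 experiments, and each experiment left out. Leaving out experiments 2, 4 and 6 together was added after seeing the data, because HMOX1 and IL8 on their Bt2cAMP arrays raised a doubt about the labels. Gene Ontology terms, AU-rich elements, promoter sites, RT-PCR, cytokine protein, flow cytometry and blots were not analysed here.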

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

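The experiments whose labels were tested were picked after HMOX1 and IL8 had been seen, and the alternative without experiments 2, 4 and 6 was chosen after seeing the data. The slopes and the AD given for experiment 6 under PMA were also computed after its values had been seen.

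Among 169 sets of 7 experiments examined, 10 held 1 experiment that lay far from the other 6, where 8.45 are expected by chance. For NO these were 4 of 71 (3.55 expected): KIFC1 in experiment 2 (log2 fold change -2.57, others -1.34 to -0.65), CXCL2 in experiment 4 (3.12, others 1.69 to 2.07), IER3 in experiment 2 (0.86, others 1.36 to 1.68) and CCNF in experiment 3 (0.60, others -1.29 to -0.62). For Bt2cAMP it was 1 of 59 (2.95 expected), UNG in experiment 2 (1.22, others -0.24 to 0.38).

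For PMA 4 of 23 sets (1.15 expected) held such a value, all in experiment 6: TRIM14 (-0.092, others -1.88 to -1.26), CTSG (-0.14, others -4.31 to -2.63), PLAUR (1.77, others 3.14 to 3.92) and the probe set HG4069-HT4339_s_at (1.73, others 3.58 to 4.59). Over the 990 probe sets that passed for PMA, the slope of the change from naïve cells to 0 h on the mean of the other experiments was 0.379 in experiment 6 and 0.849 to 1.32 in the others, whereas the slope of the change from naïve cells to 6 h with GSH was 1.04 in experiment 6 and 0.83 to 1.38 in the others. CTSG was at an AD of 1721 at 0 h in experiment 6 (117 to 373 in the others), at 1946 in its naïve cells and at 125 after 6 h with GSH. No explanation was tested, and 1061 probe sets passed without experiment 6.

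NO-responsive genes on the Bt2cAMP arrays did not follow the labels in experiments 2, 4 and 6. Over 126 probe sets (HMOX1 and IL8 left out), the slope of the change from GSH to GSNO with Bt2cAMP on the NO change was 0.0627 in experiment 2. It was 0.897 to 1.23 in the others, which set experiment 2 apart. The tables argue against an action of Bt2cAMP itself, the biological explanation tested, since the slopes with GSH and Bt2cAMP in those 3 experiments lay at least 0.817 above the highest of the other 4, whose own range was 0.0749. An exchange of the 2 Bt2cAMP arrays of experiment 2 is a candidate explanation, as the slope of GSNO with Bt2cAMP against GSH with Bt2cAMP was -0.925 there (0.752 to 1.06 in experiments 1, 3, 5 and 7). For experiments 4 and 6, cells given GSNO on the arrays labelled GSH with Bt2cAMP is a candidate explanation, as the slope there was 1.13 and 1.05 times that of GSNO with Bt2cAMP, but whether this arose at treatment, hybridization or labelling stays open.

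In the presence of Bt2cAMP 0 probe sets passed for NO with limma on the arrays as labelled (328 at an unadjusted p under 0.05). All 64 ways of exchanging the 2 groups within experiments reach a count of 0 by construction, so they say nothing about chance here. The highest, 127, came from the exchange in experiment 2 alone, which points to a structure of these arrays. For the difference between the NO changes 0 passed (235 at an unadjusted p under 0.05), and the 64 exchanges, each of which also gave 0 with limma, again reach that count by construction. Chance is unlikely for NO (105 probe sets, reached by 1 of 64, the real one, highest other 1) and for Bt2cAMP (231, reached by 1 of 64, highest other 69). A share of 1 of 64 is the least that these exchanges can give.

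The paper does not report the change from naïve to differentiated cells on the arrays, nor that from 0 h to 6 h beyond the cell cycle genes of its Fig. 3. PMA gave 990 probe sets (1 of 64 exchanges reached this, highest other 507, with experiment 6 exchanged). GSH at 6 h against 0 h gave 183 (1 of 64, highest other 93, with experiment 4 exchanged). Chance is unlikely for both, within the limit of 1 of 64. For GSH at 6 h the count was however 4 with only the 2 groups compared and 0 by the paired test without moderation. In 100 draws that ignored the experiments none reached the real count for NO, Bt2cAMP, PMA or time, and the highest were 2, 114, 969 and 16, each with 1 array of each group exchanged. The genes are given under other observations.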

How the results depend on the processing

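The alternatives without experiments 2, 4 and 6 were chosen after seeing the data, and the others had been planned. Under the planned ones 65 counts of probe sets past the threshold stayed within 1.5 times the reported count and 23 did not, and with each experiment left out 29 did and 13 did not. The causes were not tested, except that a stricter threshold lowers a count by construction. Leaving out an experiment lowered some counts and raised others (48 to 122 for NO, where 105 was reported).

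For NO (105 reported), 35 probe sets passed without the block for experiment, 66 with no filter on AD, 45 at an adjusted p under 0.01, 279 with array weights and 58 by the paired test without moderation. Each experiment left out gave 48 to 122. Without experiments 2, 4 and 6, 123 passed in the fit of all conditions at 6 h and 22 with the GSH and GSNO arrays alone. For Bt2cAMP (231), 73 passed without the block, 119 at an adjusted p under 0.01, 118 with only the 2 groups compared, 59 without moderation and 83 without experiments 2, 4 and 6, and each experiment left out gave 128 to 227.

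For NO in the presence of Bt2cAMP (0 with limma, 328 at an unadjusted p under 0.05), 5 passed with 50 added, 3 with a mean AD above 50, 6 at an adjusted p under 0.05, 3 with all 42 arrays, 227 with array weights and 155 without experiments 2, 4 and 6. Each experiment left out gave 0, except experiment 2, without which 64 passed. For the difference between the NO changes (0 with limma, 235 at an unadjusted p under 0.05), 1 passed with a floor at 20 and 1 with array weights.

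For PMA (990), 500 passed at an adjusted p under 0.01. With cyclic loess 520 were higher and 389 lower in place of 454 and 536. For GSH at 6 h against 0 h (183), 17 passed without the block, 72 at an adjusted p under 0.01, 4 with only the 2 groups compared, 293 with array weights, 0 by the paired test without moderation (509 at an unadjusted p under 0.05) and 108 with the same direction in all 7 experiments. Each experiment left out gave 78 to 258.

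With an estimated correlation 0 of 17 lists passed by camera of limma for Bt2cAMP (3 at an unadjusted p under 0.05) and 0 for PMA (5 at an unadjusted p under 0.05), against 9 and 12 with the preset one, while for NO 7 of 9 still passed. With fry 8, 8 and 14 lists passed for NO, Bt2cAMP and PMA. When experiments 2, 4 and 6 were left out, 2 lists passed for Bt2cAMP, its G2/M list turned from downward to upward (adjusted p = 0.423), and 4 of the 36 cell cycle probe sets passed in place of 7. Where the experiments were split so that NO and Bt2cAMP shared no GSH array, the overlap was 0 and 0 in place of 21, as limma called 0 probe sets for NO in either set of experiments. That overlap is fixed by construction and says nothing about the 21.

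No value of a named gene past the threshold changed sign. Of the 65 named probe sets called for NO, the calls of 34 ended without the block, 24 without moderation and 18 with no filter, and 20 were gained with array weights and 17 with only the 2 groups compared. Of the 45 called for Bt2cAMP 19 ended without the block and 24 without moderation, and of the 71 called for PMA 7 without the block. Robust moderation ended none.

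Of all values 22.8% were below 0. On simulated data 46% of changes of 1.5-fold were recovered for NO against 88% of 2-fold, and recovery was not examined by signal. The planned share of AU-rich motifs was not run, since no transcript sequences were used here.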

Differences from the paper's values

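The paper's count of Bt2cAMP-responsive genes is 106 (113 probe sets in its Additional file 4), and 198 genes (231 probe sets) passed here, at the same false discovery rate of 4% and filter on AD but by limma and not by the paper's consistency tests. Of the alternatives set before the data were examined, 105 genes at an adjusted p under 0.01, 106 with only the 2 groups compared, 153 with the same direction in all 7 experiments, and 155, 117, 151, 112 and 154 without experiment 1, 4, 5, 6 and 7 lie within 1.5 times the paper's count of genes. No block for experiment (63), no quantile normalization (209), cyclic loess (193), 50 added (215), a floor at 20 (194), no filter (163), a mean AD above 50 (186), an adjusted p under 0.05 (216), all 42 arrays (164), robust moderation (197), array weights (225), the paired test without moderation (54) and leaving out experiment 2 or 3 (196 or 183) do not. Without experiments 2, 4 and 6, chosen after seeing the values, 74 genes (83 probe sets) passed, and of the 108 matched probe sets of Additional file 4 57 passed and 51 did not, 41 of which had passed with all 7 experiments. Of those 108, 98 passed here, and 133 of the 231 were not matched to that file, 5 of whose entries have no match here. Of the 10 that did not pass, 4 passed with 50 added, 4 with only the 2 groups compared, 4 without moderation, 3 with array weights, and 1 each without quantile normalization, with cyclic loess, a floor at 20, all 42 arrays or without experiment 2, 3 or 4.

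The fold changes of the paper's Additional files 1, 2 and 4 equal, at 2 decimals, the geometric mean of the 7 ratios of AD after 10 was added for all 109 and 108 matched probe sets. The arithmetic mean used here equals 6 and 9 of them and differs by more than the error for 0.

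The paper lists 109 matched probe sets as NO-responsive, of which 73 passed here and 36 did not, all 36 in the paper's direction. With array weights 103 passed and with only the 2 groups compared 98 (30 and 26 of them not called here), with 50 added 80, without experiment 2 79, at an adjusted p under 0.05 76 and with a mean AD above 50 75. The fit of only the 2 groups holds none of the Bt2cAMP arrays whose labels are in doubt. Other settings that called any of the 36 were no quantile normalization and cyclic loess (2 each), a floor at 20 (3), all 42 arrays (6), no moderation (8) and leaving out experiment 1, 3 or 4 (1 each). With experiments 2, 4 and 6 left out, chosen after seeing the values, 76 passed, 16 of them gained and 13 of the reported 73 dropped. SLC2A5 and the probe set that the paper gives as FKBP1A passed under none of the settings.

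The paper states that CCNA1, CDC25B and CCNF are repressed by NO. CCNA1 passed with 50 added, a mean AD above 50, only the 2 groups compared or array weights, CDC25B with these and with all 42 arrays or no moderation, and CCNF with array weights. CDC20 passed with 50 added, only the 2 groups compared, all 42 arrays or array weights, CENPE and OSM with only the 2 groups compared, array weights or without experiment 2, and MKI67 and KIF2C with only the 2 groups compared, array weights or no moderation. FCAR passed with array weights, GLUL with 50 added, a mean AD above 50, only the 2 groups compared, all 42 arrays, array weights or no moderation, and CRYBG1 with only the 2 groups compared, array weights, no moderation or without experiment 2. KIF22, LMNB1, FOSL2, HBEGF and SLC2A1 passed with only the 2 groups compared or array weights, BNIP3 with these, and PIM1 with these, no moderation or without experiment 2. GSR passed with cyclic loess, 50 added, a floor at 20, a mean AD above 50, an adjusted p under 0.05, only the 2 groups compared, all 42 arrays, array weights or without experiment 2. CCNA1, CDC25B, CDC20, CENPE, OSM, MKI67, KIF2C, CRYBG1, BNIP3, PIM1 and GSR also passed without experiments 2, 4 and 6, chosen after seeing the values.

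The paper names CCNA1 as the last of 5 cell cycle genes affected by both NO and Bt2cAMP. Here 5 passed for both, with KPNA2 (adjusted p = 0.00103 for NO) in place of CCNA1, which passed for Bt2cAMP but not for NO (adjusted p = 0.0518) and is called for both under the settings named above.

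The paper states that the cAMP analog left the NO-regulated cell cycle genes alone or moved them like NO and in addition to it. On the arrays as labelled 34 of 36 values had the direction of NO, and 15 of 36 without experiments 2, 4 and 6 (chosen after seeing the values, with 0 passing against NO by limma and 1 against it adjusted over the list alone). As labelled, 12 of the 36 lay further from 0 h with both agents than with GSNO alone. That count includes the array of experiment 2 with a slope of 0.0627 and was not repeated without experiments 2, 4 and 6, so it does not decide on an additive effect. With the NO changes kept and no Bt2cAMP change, 115 of 1000 simulated data sets reached 34, and 443 of 1000 had 15 or fewer without experiments 2, 4 and 6. The central range of the simulated counts was 0 to 35 and 0 to 36 of the 36, as the residuals of these genes were kept together. The simulations could hardly reject any count, so neither count decides.

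In Table 3A the accession beside CENPE is that of CCNB1 on this array, and the values given here for CENPE are those of its own probe set.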

Other observations

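The paper does not report these contrasts, apart from the change from 0 h of the cell cycle genes in its Fig. 3. Genes named for the change from 0 h to 6 h were named after their values were seen. The test of G2/M genes was set out before its result was seen.

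Of 13 markers of monocytes and macrophages 13 rose with PMA, among them SPP1, osteopontin (log2 fold change 6.77 ± 0.24, SE, n = 7, adjusted p = 6.4e-07), PLAUR, the urokinase receptor (3.21 ± 0.22), LGALS3, galectin-3 (2.91 ± 0.22), and CHIT1, a chitinase (2.49 ± 0.25). Of 11 markers of immature myeloid cells 7 fell (9 adjusted over the list alone), among them PRTN3 (-3.39 ± 0.51, adjusted p = 0.00168), CTSG (-3.01 ± 0.43) and AZU1 (-1.12 ± 0.17), proteins of neutrophil granules. These means include experiment 6, where CTSG was at -0.14 (others -4.31 to -2.63) and PLAUR at 1.77 (others 3.14 to 3.92). Outside the lists, GSN, the actin-severing gelsolin (5.03 ± 0.38), RGS1 (4.86 ± 0.24), C5AR1, the receptor of complement C5a (4.75 ± 0.42), and FABP4 (4.38 ± 0.48) rose. Of 19 NF-κB genes 13 rose (15 adjusted over the list alone), among them IER3 (4.47 ± 0.21), BCL2A1 (2.63 ± 0.24) and ICAM1 (1.99 ± 0.19), of 16 immediate early genes 13 rose (13, with 2 lower, adjusted over the list alone), among them FOS (2.10 ± 0.21), ZFP36 (1.96 ± 0.15) and ATF3 (1.53 ± 0.17), and of 13 CREB targets 9 rose.

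With PMA 21 of 25 G1/S genes fell (22 adjusted over the list alone), among them CHAF1B, a histone chaperone (-1.46 ± 0.23), MCM7 (-0.88 ± 0.16) and MCM5 (-0.56 ± 0.12), as did 9 of 31 G2/M genes (22 did not pass; 8 fell adjusted over the list alone), among them LMNB1 (-1.27 ± 0.28), CDC20 (-0.74 ± 0.13) and FOXM1, their activator (-0.68 ± 0.12), 8 of 11 genes of ribosome biogenesis (11 adjusted over the list alone), among them RRS1 (-0.81 ± 0.10), and 6 of 10 heat shock genes, among them HSPE1 (-0.74 ± 0.14) and HSPD1 (-0.68 ± 0.11). Of 7 p53 targets CDKN1A (2.96 ± 0.23) and GDF15, a stress cytokine (2.23 ± 0.21), rose, of 18 hypoxia genes 5 rose, among them NDRG1 (1.77 ± 0.20), and of 11 genes of cholesterol synthesis 4 rose, among them SQLE (1.03 ± 0.17). The calls of the other 3 ended without an experiment, those of MSMO1 and EBP without experiment 1 (adjusted p = 0.0489 and 0.0526) and that of SREBF2 without experiment 5 (0.0463), among others.

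PMA raised 454 probe sets (386 genes) and lowered 536 (457 genes) of 3207 with limma, but with cyclic loess the split was 520 and 389, and 767 moved the same way in all 7 experiments. By camera the adjusted p was 9.9e-11 for monocyte markers, 2.6e-10 for NF-κB, 4.5e-08 for immediate early genes, 4.6e-05 for CREB targets and 0.0093 for p53 targets (each with adjusted p = 0.147 once the correlation was estimated), 4.7e-07 for G1/S (0.241), 0.000797 for ribosome biogenesis (0.271), 0.0008 for immature myeloid markers (0.255), 0.00162 for hypoxia (0.223), 0.00166 for G2/M (0.383), 0.00175 for heat shock (0.255) and 0.0333 for cholesterol synthesis (0.203; 0.0515, 0.0414, 0.0560 and 0.0455 without experiment 1, 2, 5 and 7, with the preset correlation). Not past the threshold were NRF2 (4 higher, 2 lower; adjusted p = 0.0607, and 0.0345 without experiment 1), metallothioneins (2 lower; 0.541), ribosomal proteins (0.737), ATF4 (3 higher, 2 lower; 0.787) and lymphocyte markers (1 higher, 1 lower; 0.860).

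After 6 h with GSH, 95 probe sets (77 genes) were higher and 88 (78 genes) lower than at 0 h, of 3321 tested. DGKA, a lipid kinase, fell by 2.05 ± 0.30 on the log2 scale (SE, n = 7, adjusted p = 0.000278), OSM by 1.99 ± 0.41, TNF by 1.71 ± 0.30 and IER2, an immediate early gene, by 1.11 ± 0.17, while the chemokine CCL7 (1.51 ± 0.22), its receptor CCR1 (1.51 ± 0.36) and CD48, an adhesion protein (0.91 ± 0.12, adjusted p = 5.5e-05), rose, each in the same direction in 7 of 7 experiments. Against 0 h, 252 probe sets were higher and 224 lower with GSNO, 312 and 361 on the arrays labelled GSH with Bt2cAMP, and 330 and 466 on those labelled GSNO with Bt2cAMP, with the labels of experiments 2, 4 and 6 in doubt. Without experiment 1, 3, 5, 6 or 7 the count for GSH was 86, 87, 81, 104 or 78 in place of 183. It was 258 without experiment 4 and 293 with array weights. Without the block it was 17, with only the 2 groups compared 4, and by the paired test without moderation 0 (509 at an unadjusted p under 0.05). The 0 h arrays include that of experiment 6, where CTSG was at an AD of 1721 (117 to 373 in the others).

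Of the 13 G2/M genes that GSNO lowered, 4 also fell with PMA, NCAPH (-0.52 ± 0.13), CCNB1 (-0.47 ± 0.13), TROAP (-0.59 ± 0.16) and KPNA2 (-0.29 ± 0.09), named after their values were seen, 0 rose with limma and 9 did not pass. A hypothesis that PMA lowers the G2/M genes that NO lowers cannot be told apart from its absence, because 4 of 13 lies between the shares set for and against it. The median PMA change of the 13 was -0.30 (-0.59 to 0.01), and over the 31 members the changes with PMA and NO had r = 0.163. By flow cytometry the paper reports fewer cells in G2/M after PMA, a measure not analysed here.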
